# Integrin β3 deficiency unleashes spontaneous pulmonary inflammation by promoting B cell hyperactivation via the CD40-CD40L axis

**DOI:** 10.3389/fimmu.2026.1796926

**Published:** 2026-03-24

**Authors:** Shuang Liu, Kaiwen Wang, Jiayi Chen, Yan Shen, Zheng Ruan, Kankan Wang, Xiaodong Xi, Jianhua Mao

**Keywords:** autoimmune disease, B cell activation, CD40-CD40L axis, immune homeostasis, integrin β3, spontaneous pulmonary inflammation

## Abstract

**Background:**

Pulmonary immune homeostasis requires tight control of adaptive responses. Integrin β3 is a well-known mediator of cell adhesion and platelet function. However, its role in adaptive immunity, especially in B cell responses, remains unclear.

**Methods:**

We defined the pulmonary phenotype of constitutive β3-deficient (β3^−/−^) mice by histopathology. We performed integrated transcriptomic and proteomic profiling of lung tissue to map the molecular signature of spontaneous pulmonary inflammation. We further probed the underlying mechanisms with additional histology and functional assays and tested for biological significance using transcriptomics data from auto-immune disease patients.

**Results:**

β3^−/−^ mice developed spontaneous pulmonary inflammation marked by B cell activation and *in situ* immune-complex deposition within alveoli. Multi-omics integration implicated the CD40-CD40 Ligand (CD40L) axis as a central driver of this pathology. Mechanistically, loss of β3 enhanced CD40L–CD40 engagement on B cells, resulting in NF-κB pathway hyperactivation. Consistent with our murine data, reduced *ITGB3* expression in patients with autoimmune disease correlated with transcriptional signatures of B cell activation and inflammation.

**Conclusions:**

These results reframe integrin β3 as a threshold regulator of B cell activation. The β3–CD40L–CD40 axis therefore represents a potential therapeutic target for B cell–mediated autoimmune diseases.

## 1 Introduction

As one of the largest interfaces between the body and the external environment, the lung presents an extensive surface area that remains continuously exposed to diverse endogenous and exogenous stimuli as well as environmental challenges. Maintenance of normal pulmonary function therefore depends on a tightly regulated and dynamic process termed immune homeostasis (1). This balance relies not only on structural defenses, including physical barriers and the mucociliary clearance system, but also on coordinated interactions between innate and adaptive immune responses within the pulmonary microenvironment (2). Pulmonary immune homeostasis is naturally delicate, and breakdown in the pro-inflammatory and anti-inflammatory signaling often leads to chronic or spontaneous inflammation (3). While early studies emphasized the contribution of myeloid cells such as neutrophils and macrophages, recent reports suggest that B lymphocytes and other adaptive immunity pathways also play an important role in the maintenance of lung equilibrium and the regulation of natural progression of inflammatory disease within lungs (4).

Integrins are heterodimeric transmembrane receptors that mediate the interaction of cells with extracellular matrix (ECM) and transduce intracellular signals (5). The integrin β3 subunit, which pairs with αIIb or αv to form αIIbβ3 and αvβ3, is most notable for its essential roles in platelet activation, aggregation, angiogenesis, bone metabolism, and tumor metastasis (6). However, increasing evidence shows that β3 and its downstream signaling pathways also have important functions for inflammation and immune regulation (7, 8). Interestingly, αvβ3 has also been implicated in the regulation of spontaneous pulmonary inflammation via effects on macrophages, fibroblasts, and cytokine production (9). Despite these advances, the contribution of αvβ3 to adaptive immunity, particularly regarding B cells, remains incompletely understood.

Traditionally viewed as the principal effectors of humoral immunity, B cells primarily generate antigen-specific antibodies. Recent studies, however, have substantially broadened this view by demonstrating that B cells also play essential regulatory roles in spontaneous inflammation and immune homeostasis (10). In autoimmune diseases such as systemic lupus erythematosus (SLE), rheumatoid arthritis (RA), and RA–associated interstitial lung disease (RA-ILD), breakdown of immune tolerance promotes the formation of ectopic germinal centers and *in situ* immune complex deposition (11, 12). This pathological activation of B cells depends largely on interactions between CD40 expressed on B cells and CD40 Ligand (CD40L) expressed on T cells (13). Engagement of CD40 signaling activates downstream NF-κB and MAPK pathways, which drive B cell proliferation, differentiation, survival, and class-switch recombination within germinal centers, supporting the establishment of long-term immunological memory (14, 15). Importantly, dysregulated CD40–CD40L signaling represents a central mechanism underlying B cell–mediated spontaneous inflammation, as it disrupts immune tolerance and induces aberrant immune responses (14).

Following activation, a subset of B cells differentiates into antibody-secreting plasma cells. The antibodies produced by B cells can form antigen–antibody immune complexes (ICs), leading to activation of the complement cascade (16). Persistent formation and deposition of pathogenic ICs can initiate sustained inflammatory responses and progressive tissue damage (17). In addition, B cells actively modulate immune responses by upregulating co-stimulatory molecules through CD40 signaling, functioning as antigen-presenting cells, and secreting a broad range of cytokines (18). Collectively, these functions underscore the necessity of tightly regulated B cell activation and homeostasis for the maintenance of overall immune equilibrium.

Although the role of αvβ3 in innate immune cells is well established (19, 20), whether and how this integrin integrates intracellular signaling to regulate B cell activation, antibody production, and IC–mediated pathology remains unclear. Defining the contribution of αvβ3 to B cell–driven pulmonary and systemic immune homeostasis and inflammation is therefore essential to understand how immune balance shifts from physiological regulation to pathological inflammation. Elucidating these integrin-mediated mechanisms is particularly important because they may uncover new therapeutic targets for B cell–mediated lung diseases, which are currently managed largely with nonspecific immunosuppressive strategies.

To fill this knowledge gap, we examined the role of integrin αvβ3 in B cell–mediated immune homeostasis and spontaneous inflammation. We employed combined transcriptomic and proteomic profiling in β3deficient (β3^−/−^) mice to define the inflammatory landscape of the lung. Subsequently, we performed functional and mechanistic analyses to determine how αvβ3 regulates B cell activation thresholds and effector functions, with particular emphasis on the CD40–CD40L signaling axis. Finally, to establish clinical relevance, we analyzed transcriptomic datasets from patients with autoimmune diseases to associate reduced *ITGB3* expression with enhanced B cell activation signatures and to evaluate its potential diagnostic value. Together, this study delineates an αvβ3 integrin–B cell inflammation axis, redefines this integrin as a key immunoregulatory molecule, and identifies potential therapeutic targets for antibody-mediated pulmonary pathologies.

## 2 Material and methods

### 2.1 Mice

C57BL/6 mice were purchased from Shanghai Lingchang Biotechnology Co., Ltd. β3^−/−^ mice (C57BL/6 background) were kindly given by Professor Junling Liu from Shanghai Jiao Tong University School of Medicine (SHSMU). All experimental mice (8–10 weeks old) were housed under specific pathogen-free (SPF) conditions at the SHSMU animal facility. Mice were anesthetized with 2% isoflurane before all experimental procedures. The Animal Ethical Committee of SHSMU approved all animal experiments.

### 2.2 Western blot

Lung tissues obtained from WT and β3^−/−^ mice were rinsed with ice-cold PBS and lysed using RIPA with protease inhibitor cocktail and phosphatase inhibitor cocktail. Lysates were clarified by centrifugation at 4 °C and protein concentrations were measured using a BCA Protein Assay Kit.

Equal amounts of protein (10 μg per lane) were separated by 10% SDS-PAGE and subsequently transferred onto PVDF membranes. The membranes were incubated overnight at 4 °C with primary antibodies against integrin β3, CD40L, IκBα, phosphorylated IκBα (p-IκBα), NF-κB p65, phosphorylated NF-κB p65 (p-NF-κB p65), and GAPDH. After incubation with HRP-conjugated secondary antibodies, immunoreactive bands were detected using a digital imaging system.

### 2.3 RNA sequencing and transcriptomic analysis

Lung and spleen tissues were harvested from the same individual WT and β3^−/−^ mice (n = 3). Total RNA was isolated using TRIzol, and genomic DNA was removed by DNase I treatment. RNA integrity was confirmed with an Agilent Bioanalyzer (RIN > 7.0), and RNA was quantified using a NanoDrop spectrophotometer. Libraries were sequenced on an Illumina NovaSeq 6000 platform.

Raw sequencing reads were quality-trimmed using Trimmomatic and aligned to the mouse reference genome (GRCm39) with HISAT2. Gene-level reading counts were generated using featureCounts. Differential expression analysis was performed using DESeq2, with genes considered significantly differentially expressed if |log_2_ fold change| > 1 and adjusted *P* < 0.05. GO and KEGG pathway analyses were performed using clusterProfiler (v3.14.3).

### 2.4 Proteomics analysis

Lung and spleen tissues were collected from WT and β3^−/−^ mice (*n* = 3), snap-froze them in liquid nitrogen, and stored them at −80 °C. Proteins were extracted using urea-based lysis buffer, and protein concentration was determined by BCA assay.

Peptides were separated on a reversed-phase column (25 cm × 100 μm) using an EASY-nLC 1200 system with a 30 min gradient and analyzed by Orbitrap Exploris 480 mass spectrometer in data-independent acquisition (DIA) mode. Full MS scans (450–850 m/z) were acquired at 30,000 resolution, and MS/MS scans used HCD fragmentation at 28% NCE. Raw data were processed with DIA-NN (v1.8) against the *Mus musculus* UniProt database. Search parameters included trypsin/P digestion, one missed cleavage, fixed modifications, and 1% FDR.

Differentially expressed proteins were identified using a fold change > 1.5 and *P* < 0.05 criteria. Functional annotation and enrichment analyses (GO, KEGG, Reactome) were performed using Fisher’s exact test with P < 0.05.

### 2.5 Histological and immunohistochemical analysis

The lung tissues from WT and β3^−/−^ mice were fixed in 4% paraformaldehyde for 24 h, followed by dehydration and paraffin embedding. For histological evaluation, 4-μm-thick sections were prepared and stained with Hematoxylin and Eosin (HE) to evaluate tissue architecture pathological alterations, and inflammatory cell infiltration.

For IHC staining, sections were deparaffinized and rehydrated through a graded series of ethanol. Endogenous peroxidase activity was quenched with 3% H_2_O_2_ for 15 min and nonspecific binding was blocked with 5% normal goat serum. Sections were then incubated sections overnight at 4 °C with primary antibodies against CD45, CD3, CD68, CD20, CD19, CD40, and C3. After incubation with HRP-conjugated secondary antibodies, a DAB (3,3’-diaminobenzidine) kit was used for visualization. The slides were counterstained with hematoxylin, dehydrated, and mounted. Images were captured using a light microscope (Leica, Germany). Histological quantification was performed using the ImageJ software.

### 2.6 Immunofluorescence analysis

Frozen sections were prepared from tissues embedded in optimal cutting temperature (OCT) compound. For the first panel, sections were co-stained with antibodies against IgG and C3 to evaluate immune complex deposition. For the second panel, sections were incubated with antibodies against CD40L and CD19. The slides were incubated with appropriate secondary antibodies conjugated with Alexa Fluor-488 or Alexa Fluor-594. Nuclei were counterstained with DAPI for 5 min. The sections were imaged using confocal fluorescence microscopy (Leica, Germany).

### 2.7 Flow cytometry

Single−cell suspensions were prepared from freshly harvested lung tissues. Tissues were minced and enzymatically digested with collagenase IV (1mg/mL) and DNase I (50 μg/mL) at 37 °C. Digested samples were filtered through a cell strainer (40 μm) to generate a single−cell suspension, and residual red blood cells were lysed using ACK lysis buffer. For surface staining, the single-cell suspensions were aliquoted into separate tubes for parallel analyses. Each aliquot was stained with a common backbone panel comprising antibodies against CD45 and CD19 to identify B cell populations. Then, each aliquot was stained with one of the following specific target antibodies: anti-IgM, anti-IgG1, anti-CD80, or anti-PD-L2. All staining procedures were performed according to the manufacturer’s instructions. Flow cytometric analysis was performed using a flow cytometer, and data were analyzed using FlowJo software.

### 2.8 Data acquisition and processing

We downloaded transcriptomic datasets from the Gene Expression Omnibus (GEO) under accession numbers GSE50772, GSE93272, and GSE50635. Raw data were downloaded using the GEOquery R package. Probes were annotated to gene symbols using the corresponding platform annotation files. For genes represented by multiple probes, the average expression value was calculated.

### 2.9 Pan-cancer expression analysis

TIMER 3.0 and Gene Expression Profiling Interactive Analysis (GEPIA) online platforms were used for analyzing gene expressions in various cancers. The Cancer Genome Atlas (TCGA) database and Genotype-Tissue Expression (GTEx) database were used to compare the expression levels of *ITGB3* in cancer and normal tissues.

### 2.10 Immune cell infiltration analysis

Immune cell infiltration was evaluated by two complimentary computational methods. We first screened the association of *ITGB3* expression with immune cell infiltration at the pan-cancer level, particularly for the B cell lineage, using the TIMER3.0 database. We then estimated the absolute fraction of immune cells within every autoimmune disease cohort using the Microenvironment Cell Populations-counter (MCP counter) R package.

### 2.11 Diagnostic value and correlation analysis

The diagnostic value of *ITGB3* in distinguishing patients from healthy control groups was analyzed using the ROC curves through the pROC R package, and AUCs were determined as a measure of prediction power. Spearman’s correlation test was performed to assess correlations of *ITGB3* expressions with B cell activation biomarkers, including *CD40LG* and *MS4A1.*

### 2.12 Statistical analysis

Data were presented as mean ± SD. Comparisons were done by two-tailed unpaired Student’s *t*-test, for normally distributed data with equal variance assumed (GraphPad Prism 9). P < 0.05 was considered statistically significant. Data points are shown individually for visualization of spread.

## 3 Results

### 3.1 Deficiency of β3 integrin leads to spontaneous pulmonary inflammation

A constitutive β3^−/−^ mouse model was used to assess the role of integrin β3 in maintaining pulmonary immune homeostasis. Although these mice are well-characterized for susceptibility to Glanzmann thrombasthenia-like bleeding disorders and osteosclerosis due to platelet and osteoclast dysfunction (21, 22), their susceptibility to pulmonary immune dysregulation remains less defined. Western blot analysis of lung tissue lysates confirmed complete loss of β3 protein expression in knockout mice, validating the integrity and reliability of the β3^−/−^ model (**Figure 1A**). Histopathological examination revealed a clear spontaneous inflammatory phenotype in the lungs of β3^−/−^ mice compared with WT controls. This phenotype was characterized by focal accumulation and infiltration of immune cells, primarily lymphocytes and macrophages, localized to the perivascular and interstitial compartments (**Figure 1B**; **Supplementary Figure 1**). This process was accompanied by mild alveolar septal thickening (**Figure 1B**; **Supplementary Figure 1**). Collectively, these changes indicate a spontaneous disruption of normal pulmonary parenchymal architecture.

**Figure 1:**
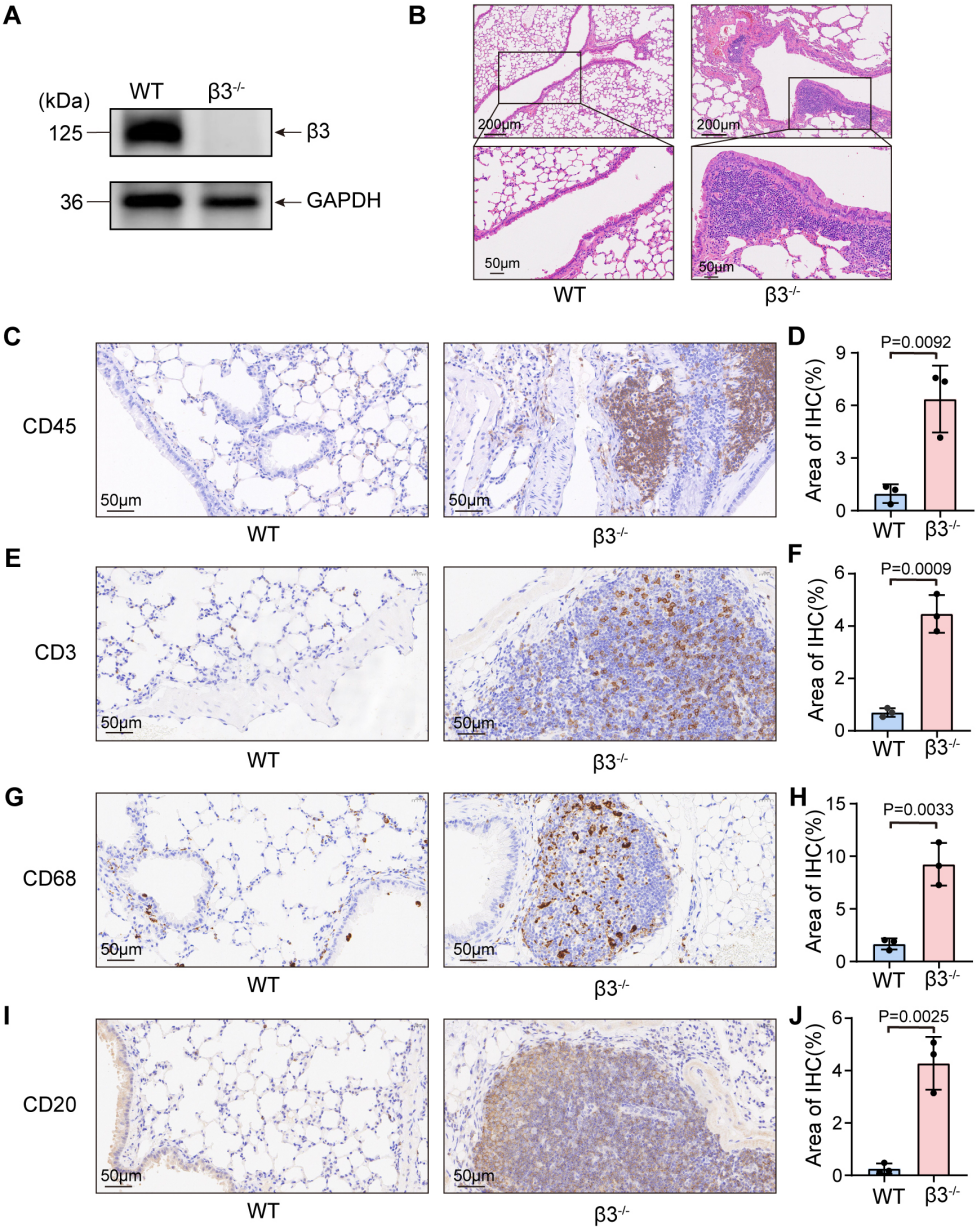
Genetic ablation of integrin β3 elicits spontaneous pulmonary inflammation. **(A)** Western blot analysis of β3 integrin expression in lung tissue lysates from WT and β3^−/−^ mice. GAPDH is used as a control. **(B)** Representative hematoxylin and eosin (HE) staining of lung sections from WT and β3^−/−^ mice. **(C–J)** Representative immunohistochemical (IHC) images and quantification of immune cell infiltrates, including CD45 **(C, D)** (total leukocytes), CD3 **(E, F)** (T cells), CD68 **(G, H)** (macrophages), and CD20 **(I, J)** (B cells) in lung sections from WT and β3^−/−^ mice (n = 3). Scale bar, 50 μm. Data are presented as mean ± SD. Statistical significance is determined using a two-tailed Student’s *t*-test (GraphPad Prism).

IHC analysis further characterized the inflammatory infiltrates and demonstrated a significant increase in total CD45^+^ leukocytes in the lungs of β3^−/−^ mice (**Figures 1C, D**). Although we observed elevated numbers of CD3^+^ T cells (**Figures 1E, F**) and CD68^+^ macrophages (**Figures 1G, H**), CD20^+^ B cells showed a striking and preferential accumulation (**Figures 1I, J**). This selective enrichment of B cells suggests a shift of the pulmonary immune microenvironment toward a humoral immune phenotype, providing a strong rationale for subsequent investigation of the molecular mechanisms driving B cell–biased inflammation.

### 3.2 Transcriptomic profiling implicates B cell receptor and inflammatory signaling in β3-deficient lungs

To define the signaling networks driving this spontaneous inflammatory response, we performed unbiased RNA sequencing of lung tissues. 

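Lung RNA was sequenced from 3 WT and 3 β3-/- mice, 8 to 10 weeks old and on the C57BL/6 background, with 1 library per mouse. The methods state that RNA was isolated with TRIzol, whereas the sample labels name a Qiagen RNeasy kit and a SMARTER library kit for mRNA. The authors trimmed the reads with Trimmomatic, aligned them to GRCm39 with HISAT2 and counted them with featureCounts. The deposited values are FPKM, and the paper's text does not name the tool that computed them. The files hold no counts, so the read depth of each library is unknown. The FPKM of a library summed to 455850 to 465356 (median 458147) in WT lungs and 470647 to 489157 (median 485958) in β3-/- lungs. Of 22479 genes listed, 4114 were at 0 in all 6 libraries, and the 15869 genes with an FPKM of at least 0.1 in at least 3 libraries were tested. Differences between genotypes were tested with limma-trend on the log2 of FPKM plus 0.1. DEGs were called at the thresholds of the paper's methods, an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.05. With 3 mice against 3, an exact permutation test of a single gene cannot give a p below 0.1. *Itgb3* (ENSMUSG00000020689), the gene disrupted in these mice, lies on chromosome 11 of GRCm39 from 104498826 to 104561302. It had 3.68, 4.39 and 4.14 FPKM in WT libraries 1, 2 and 3, and 1.94, 1.34 and 1.29 FPKM in β3-/- libraries 1, 2 and 3. This is a log2 fold change of −1.38 (SE 0.20, adjusted p = 0.064 from limma). Over the alternatives its adjusted p lay between 0.047, with a pseudocount of 1, and 0.22, without β3-/- 2, and it was 0.048 after rescaling to TPM. The 6 lung libraries also fell into 2 groups that cross the genotypes: *Ubb*, a ubiquitin gene, had 570 to 688 FPKM in WT 1, WT 2 and β3-/- 3, and 4.52 to 4.97 FPKM in WT 3, β3-/- 1 and β3-/- 2. Between these groups, in a fit that also holds genotype, 40 genes passed the DEG thresholds, all lower in the group with low *Ubb*, among them the tubulin genes *Tuba1a* and *Tuba1b*, which were chosen after their values were seen. Neither the labels nor the paper's text names a batch. The log2 fold change of *Itgb3* was −1.56 within the group with high *Ubb* (2 WT, 1 β3-/-) and −1.30 within the group with low *Ubb* (1 WT, 2 β3-/-).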

Differential expression analysis identified 256 differentially expressed genes (DEGs) in β3^−/−^ lungs, including 209 upregulated and 47 downregulated genes (**Figure 2A**). 

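Of the 15869 genes tested in lung, 45 rose and 5 fell in β3-/- mice, and immunoglobulin genes, which encode antibody chains, made up 33 of the 45. *Tigit*, an inhibitory receptor of T and NK cells, rose from 0.471 ± 0.125 to 2.18 ± 0.301 FPKM (mean ± SD, n = 3 mice per genotype), a log2 fold change of 2.01 (SE 0.25). *Gzmb*, a protease of cytotoxic granules, rose by 1.70 (SE 0.21) on the log2 scale, and *Alas2*, the erythroid enzyme that starts heme synthesis, rose by 1.43 (SE 0.17). *Ppbp*, a platelet chemokine, rose by 1.16 (SE 0.15) and *Vps37b*, a subunit of the ESCRT-I sorting complex, by 1.07 (SE 0.13). The adjusted p from limma of these 5 genes lay between 0.032 and 0.041, and their calls were lost in 11, 9, 8, 9 and 8 of 15 alternatives. The remaining genes that rose were *Jchain*, 4 gene models without a name, and the T cell receptor segments *Traj26* and *Trav16n*. These 2 segments were listed at 0 in each WT library, and at 0.737 to 0.838 and 0.657 to 1.39 FPKM in the β3-/- libraries, and their calls were lost in 5 and 8 of 14 alternatives. Among the 5 genes that fell was the T cell receptor segment *Traj40*, at 0.677 to 1.13 FPKM in the WT libraries, 0.0626 FPKM in β3-/- 3 and listed at 0 in β3-/- 1 and 2; its call was lost in 9 of 14 alternatives. These 3 segments were chosen after their values were seen. The other 4 were the Y-linked genes *Eif2s3y*, *Ddx3y*, *Uty* and *Kdm5d*, which were listed at 0 in each β3-/- library and ranged over 28.1 to 30.1, 22.7 to 25.2, 4.46 to 6.16 and 3.69 to 3.72 FPKM in the WT libraries. The paper's text does not give the sex of the mice. Since these genes part the genotypes completely, sex cannot be told apart from genotype in any comparison of WT with β3-/- here. Per the methods, the C57BL/6 mice were purchased from a company and the β3-/- mice were a gift. The paper's text does not say that they were littermates. The source of the mice therefore cannot be told apart from genotype either. Each of the 50 DEGs kept the 3 WT and the 3 β3-/- libraries apart, which 19.5% of all tested genes did and which chance gives for 10%. With the library group defined by *Ubb* as a term, chosen after the data were seen, 49 genes rose and 4 fell, and 40 of the 50 DEGs were called again. *Tigit*, *Gzmb*, *Alas2*, *Ppbp* and *Vps37b* were not among these, at adjusted p between 0.087 and 0.10. At an unadjusted p below 0.05 with the same fold threshold, 259 genes were higher and 80 were lower. The count of 50 became 83 with sample weights, 119 with all 12 libraries in a single fit, 10 without immunoglobulin genes, 20 with replicate number as a block, 13 without WT 1, 22 without β3-/- 1 and 28 without β3-/- 3.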

GO enrichment analysis showed that these DEGs were highly enriched in terms associated with the adaptive immune response, immunoglobulin complexes, and B cell activation (**Figure 2B**).

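β3-/- lungs held more immunoglobulin transcripts, those of IgA among them, while none of the genes that mark B cells passed as higher. *Igha* (ENSMUSG00000095079, chromosome 12, 113218450 to 113223856), the heavy chain of IgA, rose from 35.9 ± 24.9 FPKM in WT lungs to 1303 ± 173 FPKM in β3-/- lungs (mean ± SD, n = 3 each), a log2 fold change of 5.38 (SE 0.43, adjusted p = 0.0074 from limma). *Igkc*, the kappa light chain, rose from 340 ± 58.2 to 1574 ± 196 FPKM, a log2 fold change of 2.22 (SE 0.17). *Jchain*, which links IgA and IgM into polymers, rose from 7.43 ± 5.82 to 211 ± 26.8 FPKM, a log2 fold change of 5.07 (SE 0.47). *Ighm* and *Ighd*, the heavy chains of naive B cells, had log2 fold changes of 0.03 (SE 0.17) and −0.38 (SE 0.23), at adjusted p of 0.97 and 0.56. Members of a gene list were called at an adjusted p below 0.05 over all tested genes, with no fold threshold. Of 179 immunoglobulin variable genes measured, 27 rose, none fell and 152 did not pass the test (130 up and 1 down when adjusted over the list alone). Their median log2 fold change was 2.16 (camera, adjusted p = 3.0e-69, and adjusted p = 0.021 with an estimated correlation). *Ighv1-81* had the largest rise of those with no overlap between genotypes (4.32, SE 0.42), followed by *Ighv5-16* (4.11, SE 0.43) and *Ighv1-50* (4.10, SE 0.38), and these calls were lost in 4, 4 and 5 of 15 alternatives. Of 11 immunoglobulin constant genes, *Igha* and *Igkc* rose and 9 did not pass the test (6 up when adjusted over the list alone). The IgG genes *Ighg1*, *Ighg2b* and *Ighg2c* were among those 9, at log2 fold changes of 4.00 (SE 1.19), 4.45 (SE 1.22) and 7.37 (SE 1.03). Over the alternatives these ranged from 2.38 to 5.42, 3.44 to 5.61 and 4.72 to 9.68. *Ighg1* passed the test in 1 of 14 alternatives and *Ighg2c* in 2 of 15, and *Ighg2b* passed in none. Of 13 plasma cell markers, *Jchain* rose and 12 did not pass the test (5 up when adjusted over the list alone), with a median log2 fold change of 0.33 (camera, adjusted p = 3.9e-07, and adjusted p = 0.23 with an estimated correlation). None of 17 B cell markers passed limma's test, over all genes or adjusted over the list alone, and 1 was lower at an unadjusted p below 0.05. Their median log2 fold change was −0.24 (camera, adjusted p = 0.012, and adjusted p = 0.60 with an estimated correlation), and the call was lost in 5 of 18 alternatives. *Ms4a1*, the gene of CD20, was at −0.19 (SE 0.16) and *Cd79b* at −0.24 (SE 0.27). None of 9 germinal centre genes or of 11 genes of B cell activation and memory passed limma's test, over all genes or adjusted over the list alone. At an unadjusted p below 0.05, 1 germinal centre gene was higher and 1 lower, and 1 activation gene was lower. Their camera adjusted p were 0.94 and 0.67. Immunoglobulin variable and constant genes were 29 of the 45 upregulated genes, or 64.4%, against 1.20% of the tested genes (one-sided Fisher's exact test, p = 1.1e-45, odds ratio 175). Fisher's test takes genes as independent, so its p does not measure the spread between mice. Within the library groups with high and low *Ubb*, the median log2 fold change of the immunoglobulin variable genes was 2.56 and 2.23, the log2 fold change of *Igha* 5.97 and 4.29, and the median of the B cell markers −0.58 and 0.07. Of 14 erythroid genes, *Alas2* rose and 13 did not pass the test (7 up when adjusted over the list alone), and their median was 0.97 (camera, adjusted p = 7.3e-07, and adjusted p = 0.23 with an estimated correlation).

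**Figure D1:**
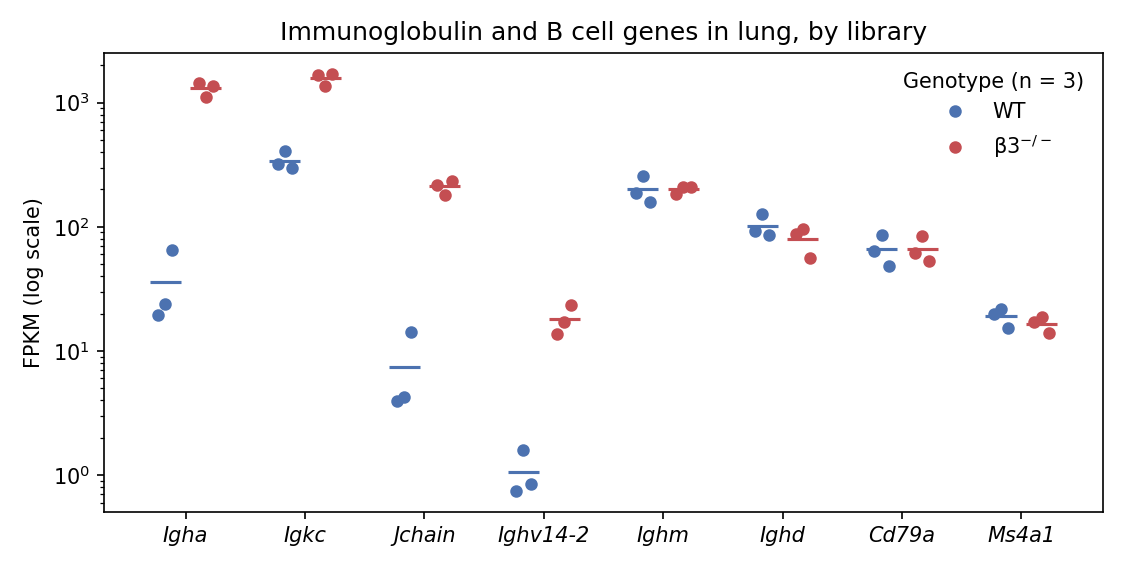
FPKM of 8 immunoglobulin and B cell genes in each lung library, on a log axis, for 3 WT and 3 β3-/- mice; each point is a mouse and each line the mean. *Igha*, *Igkc*, *Jchain* and *Ighv14-2* lie apart between the genotypes, and *Ighm*, *Ighd*, *Cd79a* and *Ms4a1* overlap.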

**Figure 2:**
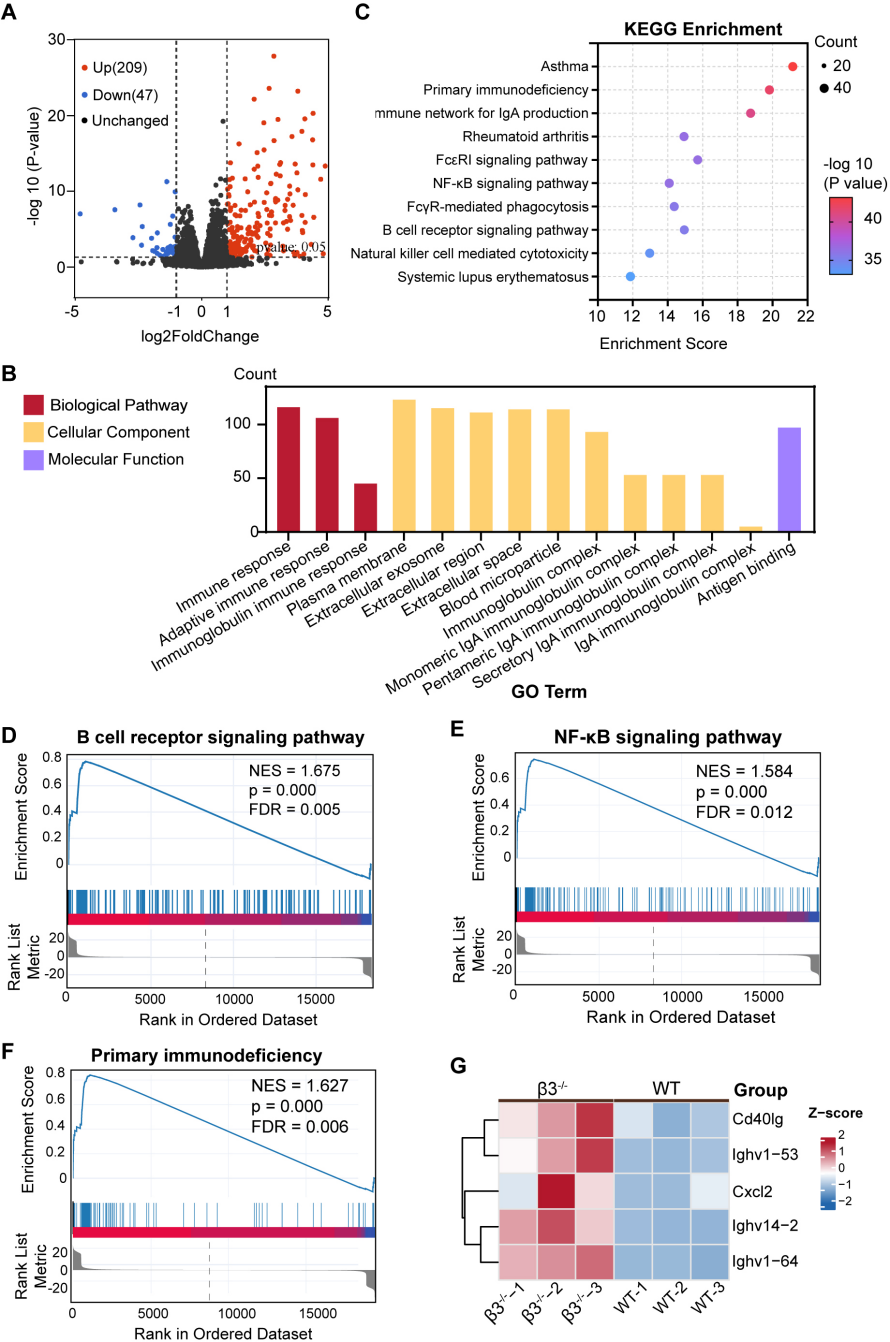
Transcriptomic profiling reveals aberrant B cell receptor and inflammatory signaling in β3^−/−^ lungs. Data were obtained from RNA-seq analysis of lung tissues from WT and β3^−/−^ mice (n = 3). **(A)** Volcano plot of differentially expressed genes (DEGs) in β3^−/−^ lungs compared to WT from RNA-seq. Red dots represent upregulated genes (log2FC > 1, P-adj < 0.05), and blue dots represent downregulated genes (log2FC < -1, P-adj < 0.05). **(B)** GO enrichment analysis of biological processes associated with the DEGs. Significantly enriched GO terms are shown. **(C)** KEGG pathway analysis of DEGs from RNA-seq. Each pathway is represented by a bubble; bubble size reflects the number of DEGs per pathway, and colors represent enrichment significance (-log10(P-value)). **(D–F)** Gene Set Enrichment Analysis (GSEA) of KEGG pathways. Enrichment plots for the significantly enriched pathways, **(D)** B cell receptor signaling pathway, **(E)** NF-κB signaling pathway, and **(F)** Primary immunodeficiency. For each plot, the running enrichment score (ES) is plotted against the gene list ranked by the signal-to-noise ratio (β3^−/−^ vs. WT). The normalized enrichment score (NES), P value (*p*), and false discovery rate (FDR) q value are indicated. Vertical ticks in the middle portion denote genes contributing to the leading-edge (core enriched) subset. **(G)** Heatmap showing the expression levels of representative genes belonging to the enriched B cell receptor signaling pathway across WT and β3^−/−^ lung tissue. Rows are genes, columns are biological replicates. Expression values are row-scaled Z-scores.

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis further supported these findings which showed that immune-related signaling pathways were enriched in a significant manner, particularly the B cell receptor signaling pathway and primary immunodeficiency pathways (**Figure 2C**). 

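Of 68 genes of B cell receptor signaling other than immunoglobulin genes, none passed limma's test in β3-/- lungs, over all genes or adjusted over the list alone, and 3 were higher and 4 lower at an unadjusted p below 0.05. Their median log2 fold change was −0.03 (camera, adjusted p = 0.95). *Cd79a*, which carries the receptor's signal, had a log2 fold change of 0.02 (SE 0.25, adjusted p = 0.98), and the GTPase *Rac1* of 0.18 (SE 0.09, adjusted p = 0.46), both from limma. Of 32 genes of the primary immunodeficiency pathway other than immunoglobulin genes, none passed the test over all genes, 5 were higher when adjusted over the list alone, and 12 were higher and 1 lower at an unadjusted p below 0.05. Their median log2 fold change was 0.14 (camera, adjusted p = 3.8e-04, and adjusted p = 0.55 with an estimated correlation). *Il2rg*, the shared gamma chain of cytokine receptors, was at 0.22 (SE 0.09) and *Tap1*, which carries peptides to MHC class I, at 0.49 (SE 0.13). When the immunoglobulin variable and constant genes were added, the B cell receptor list of 258 genes had a median of 1.72 (camera, adjusted p = 4.3e-42) and the primary immunodeficiency list of 222 genes a median of 1.91 (adjusted p = 5.2e-61). Both had camera adjusted p = 0.0035 with an estimated correlation. The added immunoglobulin genes, raised in these same data, outnumber the other members. The rise of the enlarged lists was thus set by the addition and says nothing about the other members. These lists were written from textbook knowledge of the pathways before the data were examined and are not the KEGG sets. Without WT 3, the adjusted p of the primary immunodeficiency list was 0.058.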

KEGG analysis further revealed strong enrichment for inflammatory signaling cascades, the NF-κB signaling pathway, as well as pathways related to autoimmune diseases, like SLE and RA (**Figure 2C**). 

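Of 83 genes of NF-κB signaling other than immunoglobulin genes, none passed limma's test over all genes in β3-/- lungs, 2 were higher when adjusted over the list alone, and 12 were higher and 4 lower at an unadjusted p below 0.05. Their median log2 fold change was −0.00 and their mean 0.08 (camera, up, adjusted p = 0.13). *Nfkbia*, which encodes the inhibitor IκBα and is itself induced by NF-κB, had 112 ± 25.5 FPKM in WT and 180 ± 10.5 FPKM in β3-/- lungs (mean ± SD, n = 3 each), a log2 fold change of 0.71 (SE 0.16, adjusted p = 0.17 from limma). The adhesion molecule *Icam1* had a log2 fold change of 0.14 (SE 0.11, adjusted p = 0.67). Of 22 NF-κB target genes, none passed the test over all genes, 2 were higher when adjusted over the list alone, and 4 were higher and none lower at an unadjusted p below 0.05. Their median was 0.11 (camera, adjusted p = 0.017, and adjusted p = 0.23 with an estimated correlation), a call lost in 6 of 18 alternatives. None of 53 rheumatoid arthritis genes and none of 37 lupus genes passed limma's test over all genes, with 4 and 2 higher when adjusted over each list alone. At an unadjusted p below 0.05, 13 of each were higher, while no rheumatoid arthritis gene and 1 lupus gene were lower. Both lists had a median log2 fold change of 0.22, at camera adjusted p of 1.5e-04 and 3.3e-05, and adjusted p = 0.23 and 0.15 with an estimated correlation. With immunoglobulin genes added, the medians were 1.53 for NF-κB signaling (273 genes), 1.82 for rheumatoid arthritis (243 genes) and 1.89 for lupus (227 genes), at camera adjusted p of 1.3e-42, 1.2e-55 and 8.1e-61. These rises too were set by the addition, since the same immunoglobulin genes make up most of each list. Without WT 2, the adjusted p of the NF-κB list without immunoglobulin genes was 0.037.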

To provide quantitative evidence for these changes of pathways, we performed Gene Set Enrichment Analysis (GSEA). 

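Immunoglobulin genes lay at the top of the ranking of lung genes by β3-/- against WT, with a normalized enrichment score (NES) of 3.64 for the 179 variable genes. Signaling genes of the B cell receptor such as *Cd79a*, *Cd79b* and *Rac1* were ranked by the signal-to-noise ratio in preranked GSEA with fgsea, and had an NES of −0.88 (permutation of genes, adjusted p = 0.69, 68 genes). Genes of NF-κB signaling such as *Cd40*, *Nfkbia* and *Cxcl2* had an NES of 1.28 (permutation of genes, adjusted p = 0.14, 83 genes). Genes of primary immunodeficiency such as *Cd40lg*, *Il2rg* and *Tap1* had an NES of 2.02 (permutation of genes, adjusted p = 0.022, 32 genes), and their list had adjusted p = 0.55 by camera with an estimated correlation and 0.33 by fry. With the immunoglobulin variable and constant genes added, the NES of these lists were 3.37, 3.41 and 3.66, which was set by the addition of genes already at the top of the ranking. GSEA permuted genes and not mice, so its p takes genes as independent.

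**Figure D2:**
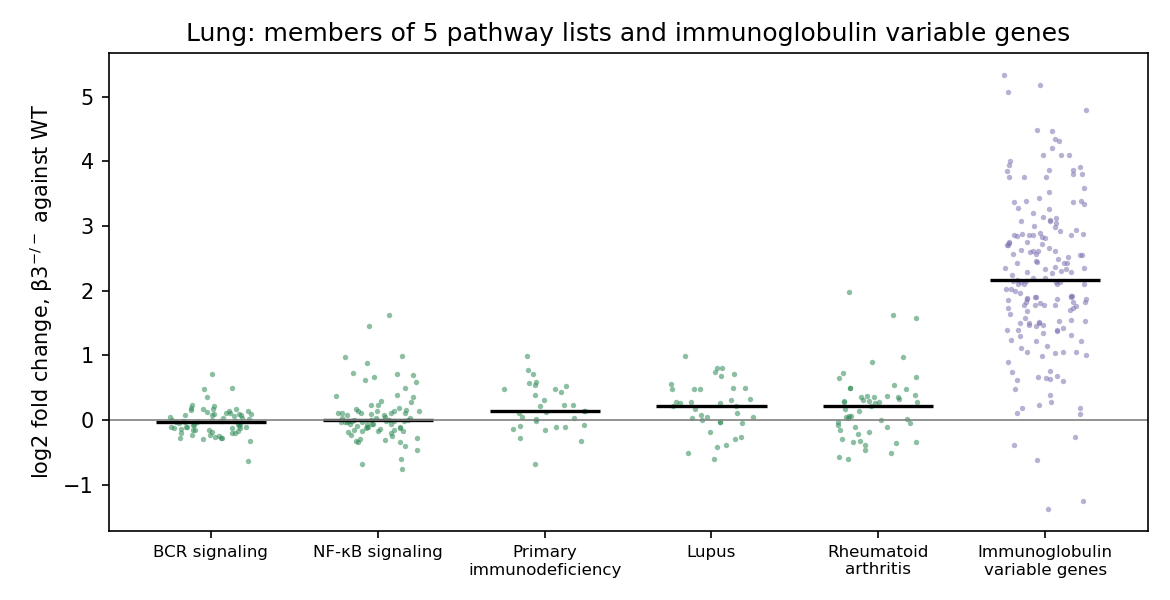
Log2 fold change in lung (β3-/- against WT, n = 3 each) of each member of 5 pathway lists without immunoglobulin genes and of the immunoglobulin variable genes; each point is a gene and each black line the median. The 5 medians lie between −0.03 and 0.22, and that of the immunoglobulin variable genes at 2.16.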

GSEA confirmed significant positive enrichment of three key pathways highlighted by the initial analyses: the B cell receptor signaling pathway (**Figure 2D**), the NF-κB signaling pathway (**Figure 2E**), and primary immunodeficiency (**Figure 2F**). In agreement with the KEGG results, we found that gene sets corresponding to certain human autoimmune and inflammatory disorders were also significantly activated within β3^−/−^ lungs (**Supplementary Figure 2**).

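Genes on the rheumatoid arthritis and lupus lists were ranked toward β3-/- lungs. The NES from preranked GSEA, with permutation of genes, was 1.99 for the 53 rheumatoid arthritis genes (adjusted p = 0.036) and 2.16 for the 37 lupus genes (adjusted p = 0.022). By fry their adjusted p from limma were 0.10 and 0.058, and camera with an estimated correlation did not call either list. *Ctla4*, an inhibitory receptor of T cells on the rheumatoid arthritis list, had 1.56 ± 0.111 FPKM in WT and 5.07 ± 1.89 FPKM in β3-/- lungs (mean ± SD, n = 3 each), a log2 fold change of 1.58 (SE 0.26, adjusted p = 0.095 from limma). *C3*, the central complement component on the lupus list, had a log2 fold change of 0.68 (SE 0.22, adjusted p = 0.29 from limma), and *Mmp3*, a matrix protease on the rheumatoid arthritis list, of −0.21 (SE 0.22, adjusted p = 0.76). *H2-Aa*, *H2-Ab1* and *H2-Eb1*, MHC class II genes on both lists, had log2 fold changes of 0.29 (SE 0.15), 0.28 (SE 0.16) and 0.32 (SE 0.12), at adjusted p between 0.35 and 0.53. None of these genes passed limma's test.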

To visually identify co-regulated changes in B cell–associated signaling, we generated a heatmap using representative genes within the enriched B cell receptor (BCR) signaling pathway and found that there was an overall consistent increase across each β3^−/−^ biological replicate, including important signaling elements such as *Cd40lg* (CD40 ligand), along with other regulators (**Figure 2G**).Overall, these findings show that in the context of β3^−/−^ lungs, there is an up-regulation of genes related to activated B cells, increased inflammatory signaling, and pathways associated with human autoimmune disease.

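The immunoglobulin variable genes *Ighv14-2*, *Ighv1-53* and *Ighv1-64* rose in β3-/- lungs, and *Cd40lg* and *Cxcl2* did not pass limma's test. *Ighv14-2* rose from 1.06 ± 0.464 FPKM in WT to 18.1 ± 4.82 FPKM in β3-/- lungs (mean ± SD, n = 3 each), a log2 fold change of 4.00 (SE 0.31, adjusted p = 0.0074 from limma). *Ighv1-53* and *Ighv1-64* rose by 3.60 (SE 0.42, adjusted p = 0.030) and 2.99 (SE 0.24, adjusted p = 0.0075) on the log2 scale, from limma. *Cd40lg* (ENSMUSG00000031132, chromosome X, 56257405 to 56269902), the ligand by which T cells activate CD40 on B cells, had 0.736, 0.992 and 0.533 FPKM in WT libraries 1, 2 and 3, and 2.38, 0.875 and 1.80 FPKM in β3-/- libraries 1, 2 and 3. Its log2 fold change was 1.00 (SE 0.40, adjusted p = 0.37 from limma, unadjusted p = 0.041). The chemokine *Cxcl2* had 0.735, 0.237 and 0.203 FPKM in the WT libraries and 1.17, 0.666 and 2.50 FPKM in the β3-/- libraries, a log2 fold change of 1.63 (SE 0.57, adjusted p = 0.31 from limma). The receptor *Cd40* had a log2 fold change of 0.10 (SE 0.19, adjusted p = 0.87 from limma). None of the 11 genes of the CD40 axis passed limma's test, over all genes or adjusted over the list alone, and 3 were higher and 1 lower at an unadjusted p below 0.05 (median 0.10, camera, adjusted p = 0.28). Of 18 T cell markers none passed the test over all genes and 11 were higher when adjusted over the list alone, with 13 higher and none lower at an unadjusted p below 0.05. Their median was 0.53 (camera, adjusted p = 1.8e-11, and adjusted p = 0.23 with an estimated correlation). The receptor chains *Trac* and *Trbc2* were at 0.58 (SE 0.20) and 0.53 (SE 0.16). Of 13 NK and cytotoxic genes, *Gzmb* rose and 12 did not pass the test (8 up when adjusted over the list alone), with a median of 0.74 (camera, adjusted p = 9.2e-11, and adjusted p = 0.23 with an estimated correlation). Within the library groups with high and low *Ubb*, the log2 fold change of *Cd40lg* was 1.00 and 1.30. Over the alternatives, the adjusted p from limma lay between 0.026 and 0.13 (without β3-/- 3) for *Ighv1-53*, between 0.0058 and 0.063 (replicate number as a block) for *Ighv1-64*, and between 0.30 and 0.60 for *Cd40lg*. From the enriched pathways and these genes, the paper concludes that activated B cell genes, inflammatory signaling and pathways of autoimmune disease are upregulated in β3-/- lungs.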

### 3.3 CD40-CD40L axis is a mediator of pulmonary inflammatory pathology

We next tested for functional consequences of these transcriptional changes, by undertaking a quantitative proteomic screen. Unsupervised hierarchical clustering of all quantified proteins clearly separated β3^−/−^ samples from wild type controls, suggesting extensive proteomic reprogramming of β3^−/−^ lungs (**Figure 3A**). Consistent with the transcriptome data, we also observed that proteomic pathways were significantly altered. GO analysis revealed significant enrichment for terms associated with immunoglobulin complex, B cell activation and humoral immune response, and complement activation (**Figure 3B**). Consistently, Reactome pathway analysis showed strong complement related pathway activation, including the “Complement cascade,” “Terminal pathway of complement,” and “Regulation of complement cascade” (**Figure 3C**), which supported the existence of immune complex–mediated inflammatory pathology.

**Figure 3:**
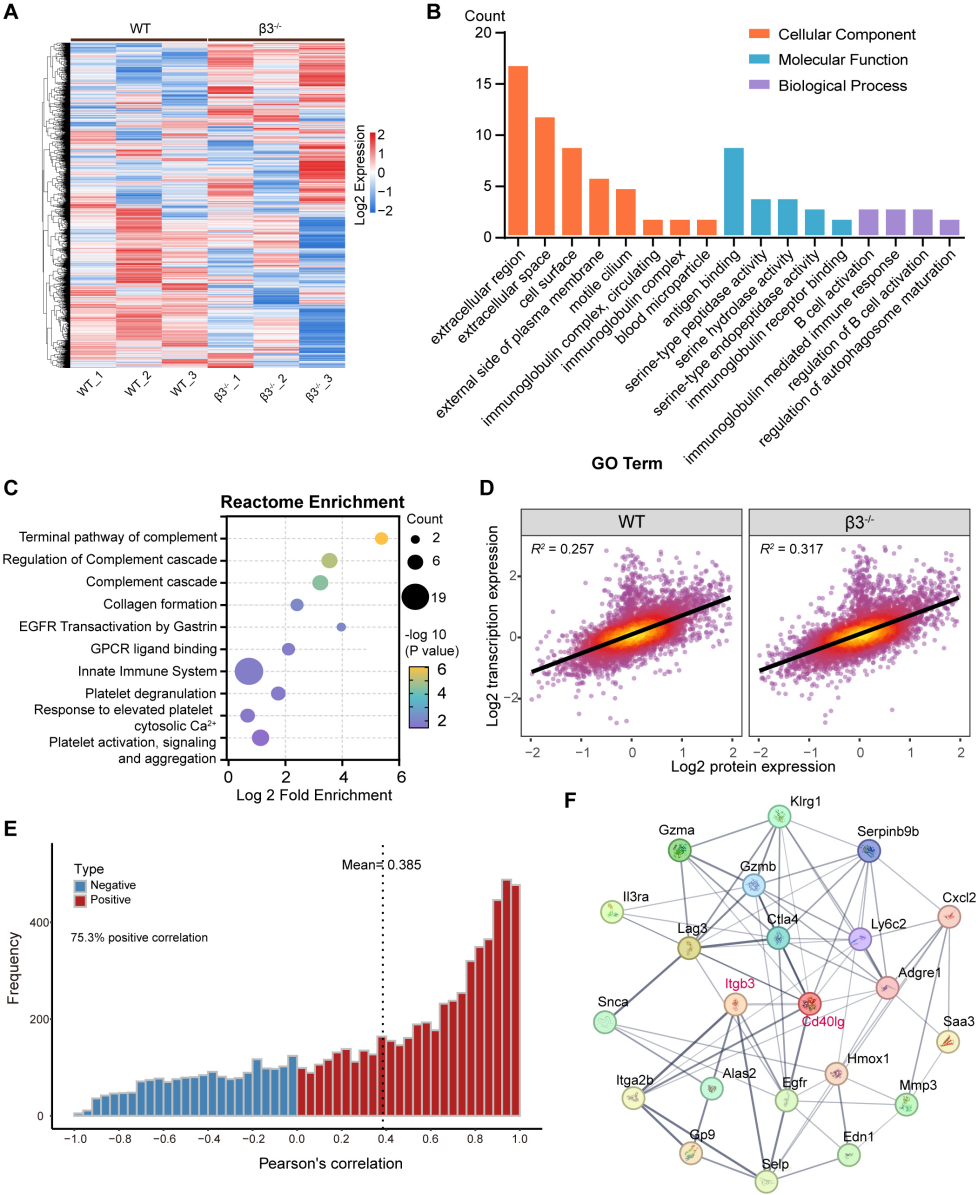
Proteomic profiling and integrated transcriptomic-proteomic analysis of β3^−/−^ lung tissues. Data represent proteomic analysis of lung tissues from WT and β3^−/−^ mice (n = 3). **(A)** Unsupervised hierarchical clustering heatmap of all quantified proteins across WT and β3^−/−^ lung samples. Rows represent individual proteins, and columns represent biological replicates. Protein abundance values are depicted as row-scaled Z-scores, with red indicating higher abundance and blue indicating lower abundance relative to the mean. **(B)** GO enrichment analysis of biological processes associated with the differentially abundant proteins (DAPs) identified in β3^−/−^ versus WT lungs. Significantly enriched GO terms are shown. **(C)** Reactome enrichment analysis of DAPs. Each pathway is represented by a bubble; bubble size reflects the number of differentially expressed proteins per pathway, and color intensity represents the -log10(adjusted P-value). **(D)** Scatter plot comparing transcriptomic (RNA-seq log2 fold change) and proteomic (protein abundance log2 fold change) alterations for matched genes/proteins between β3^−/−^ and WT lungs. The coefficient of determination (R²) from linear regression is indicated. **(E)** Cumulative distribution plots of Pearson correlation coefficients between matched transcript and protein expression levels across all samples within each genotype. The x-axis represents the Pearson correlation coefficient **(r)**, and the y-axis represents the cumulative proportion of gene-protein pairs. Curves are colored based on the direction of correlation: red for positive correlations (r > 0) and blue for negative correlations (r < 0). **(F)** Protein-protein interaction (PPI) network derived from a union of the DEGs and DAPs. The network was constructed using the STRING database.

Next we performed integrative multi-omics analyses to investigate the concordance of transcriptional and proteomic changes. Scatterplots comparing mRNA with protein abundance revealed a positive linear correlation, suggesting a high level of biological correspondence across both data sets (**Figure 3D**). To quantify such correspondence, we used the cumulative distributions over the Pearson’s correlations, which resulted in a global positive shift for β3^−/−^ mice (**Figure 3E**).

To identify possible upstream regulators, we built a protein-protein interaction (PPI) network. In this network, we found that *Cd40lg* (CD40 Ligand) was a hub (**Figure 3F**). Because the CD40-CD40L axis has been implicated in B cell activation and immunoglobulin class switching (23), these data indicate that aberrant costimulation contributes directly to the observed inflammation phenotype.

### 3.4 β3 deficiency triggers humoral immune dysregulation in the spleen

To determine if these immune defects were localized to the lung or indicative of an overall immunological deficit, we carried out concurrent transcriptomic and proteomic profiling of the spleen harvested from the same individual mice used for lung analysis. 

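Spleen RNA was sequenced from the same 3 WT and 3 β3-/- mice as the lung RNA, with 1 library per mouse, and the deposited FPKM were made by the authors with the same steps. The FPKM of a library summed to 494298 to 508224 (median 502371) in WT spleens and 551345 to 593175 (median 590045) in β3-/- spleens, and the read depth is unknown. Of 22562 genes listed, 4283 were at 0 in all 6 libraries and 15480 passed the filter and were tested as in lung. *Itgb3* had 10.6, 8.95 and 8.50 FPKM in WT libraries 1, 2 and 3, and 3.57, 4.02 and 3.52 FPKM in β3-/- libraries 1, 2 and 3, a log2 fold change of −1.31 (SE 0.13, adjusted p = 0.0055 from limma). The 4 Y-linked genes *Eif2s3y*, *Ddx3y*, *Uty* and *Kdm5d* were again listed at 0 in each β3-/- library and above 0 in each WT library. Sex therefore cannot be told apart from genotype in spleen either. Immunoglobulin genes held 5.80% ± 0.329 of the FPKM in WT and 11.9% ± 0.521 in β3-/- spleens, and the erythroid list 3.92% ± 2.24 and 16.5% ± 4.83 (mean ± SD, n = 3 each). In lung these shares were 0.283% ± 0.0424 and 1.27% ± 0.255 for immunoglobulin genes, and 1.29% ± 0.286 and 2.69% ± 0.592 for the erythroid list. The median log2 fold change of all tested spleen genes was −0.16, against −0.36 after rescaling to TPM and 0.00 after median-of-ratios scaling. In lung the same medians were −0.02, −0.09 and 0.01. Limma tested each gene against 0 and not against the median of its tissue. Small falls in spleen, and the number of genes that fell, can therefore partly reflect this shift. Pancreas genes were present in 2 spleen libraries: the list summed to 1858 FPKM in WT 2 and 199 FPKM in β3-/- 2, and to 17.7 to 25.9 FPKM in the other 4.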

Although inherent tissue-specific differences exist between the baseline molecular profiles of lung and spleen, a comparative assessment revealed a striking conservation of inflammatory signatures. 

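Immunoglobulin genes rose in both tissues of β3-/- mice, and *Jchain* rose less in spleen than in lung. Of 14445 genes tested in both tissues, 35 rose in both, and 29 of these were immunoglobulin genes. The other 6 were *Jchain*, *Alas2*, *Ppbp* and 3 gene models without a name. The 4 genes that fell in both, against 0.025 expected, were the Y-linked genes *Eif2s3y*, *Ddx3y*, *Uty* and *Kdm5d*, and no gene passed in opposite directions. *Igha* had a log2 fold change of 5.57 in spleen (SE 0.22, adjusted p = 3.7e-05 from limma), from 248 ± 78.8 to 11479 ± 1069 FPKM (mean ± SD, n = 3 each). Across genes, the log2 fold changes in lung and spleen had a Pearson's r of 0.38 and a Spearman's rho of 0.23 over all 14445 genes, 0.25 and 0.20 without immunoglobulin genes, and 0.58 and 0.60 over the 204 immunoglobulin genes. Genes are not independent replicates. The genotype effect differed between the tissues for 68 of 16311 genes (limma, interaction term, adjusted p below 0.05; 3124 at an unadjusted p below 0.05), 35 with a higher and 33 with a lower log2 fold change in spleen. It differed for 25 genes with the mouse as a block and for 244 with the correlation within mice estimated. The count was 182 after rescaling to TPM, 155 with quantile normalization, 141 with a filter at 1 FPKM and 111 with a pseudocount of 1. *Jchain* differed by −3.24 on the log2 scale, spleen minus lung (SE 0.52, adjusted p = 0.035 from limma). *Igll1* and *Vpreb1a*, which form the surrogate light chain of B cell precursors, differed by −7.43 (SE 0.54) and −7.09 (SE 0.56). In lung *Igll1* lay below the filter and *Vpreb1a* had 0.269 ± 0.17 FPKM in WT mice, so a fall as large as in spleen could not have been seen there. The count of 39 genes shared in direction became 19 with replicate number as a block and 12, 22, 16 and 15 without WT 1, WT 3, β3-/- 1 and β3-/- 3. The count of 68 became 111, 8, 9, 8, 147 and 27 without WT 1, WT 2, WT 3, β3-/- 1, β3-/- 2 and β3-/- 3. With the library group defined by *Ubb* in lung as a term, chosen after the data were seen, 44 genes were shared and 22 differed between the tissues. The paper states that inflammatory signatures are conserved between lung and spleen.

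**Figure D3:**
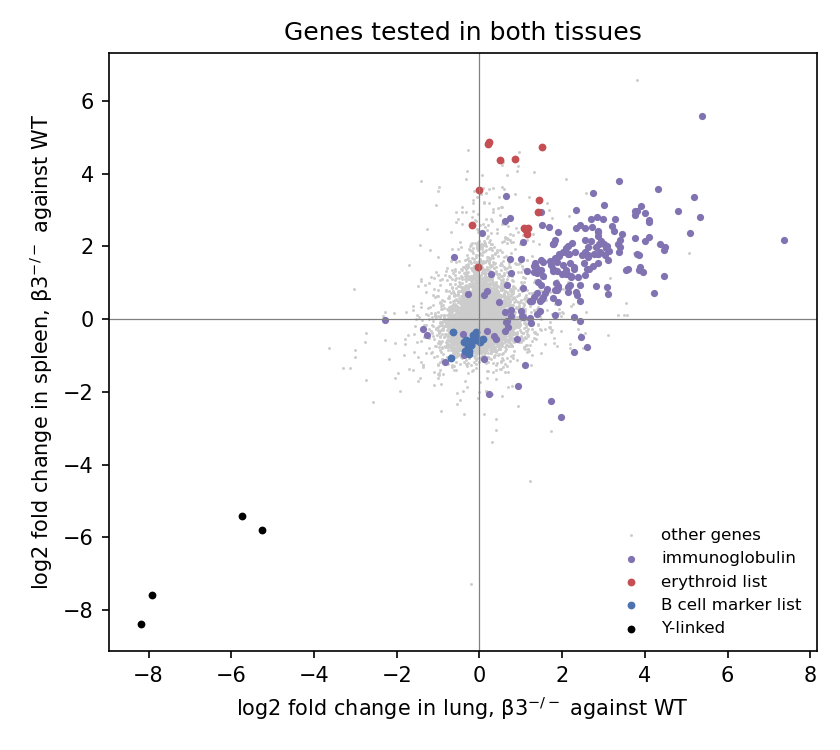
Log2 fold change (β3-/- against WT, n = 3 each) in spleen against lung for the 14445 genes tested in both; each point is a gene, colored by gene group. Immunoglobulin genes lie mostly in the upper right, erythroid genes lie high in spleen, B cell markers lie below 0 in spleen, and the 4 Y-linked genes lie in the lower left at fitted values that depend on the pseudocount.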

Transcriptomic analysis of β3^−/−^ spleens revealed the multiple pathways identified in the lung, specifically those for the immunoglobulin complex, adaptive immune response, and B cell receptor signaling pathway (**Figures 4A–C**). Similarly, proteomic profiling showed dysregulated proteins involved in the immunoglobulin complex (**Figures 4D, E**).

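In β3-/- spleens 409 genes rose and 105 fell of 15480 tested: immunoglobulin and erythroid genes were among those that rose, and B cell markers among the genes with lower values. As in lung, members of a list were called with no fold threshold. Of 205 immunoglobulin variable genes, 94 rose, 2 fell and 109 did not pass limma's test (124 up and 4 down when adjusted over the list alone). Their median log2 fold change was 1.37 (camera, adjusted p = 5.9e-44, and adjusted p = 0.059 with an estimated correlation). The largest rises with no overlap between genotypes were those of *Igkv1-99* (3.79, SE 0.82), *Ighv1-81* (3.58, SE 0.28) and *Igkv4-55* (3.46, SE 0.38). The call of *Igkv1-99* was lost in 5 of 14 alternatives, and *Ighv1-81* and *Igkv4-55* kept theirs in each. Of 13 immunoglobulin constant genes, 6 rose, among them *Igha*, *Ighg1* (2.14, SE 0.33), *Ighg2c* (2.17, SE 0.37) and *Ighe* (2.46, SE 0.59), while *Ighd* (−0.99, SE 0.22) and *Iglc4* (−1.95, SE 0.32) fell and 5 did not pass (8 up and 4 down when adjusted over the list alone). The call of *Ighe* was lost in 11 of 13 alternatives, and those of *Ighg1*, *Ighg2c*, *Ighd* and *Iglc4* in 2, 3, 8 and 4 of 14. The median of this list was 1.18 (camera, adjusted p = 7.8e-04, and adjusted p = 0.23 with an estimated correlation), and 0.48 with quantile normalization. *Igkc* rose by 1.18 (SE 0.20, adjusted p = 0.031 from limma) and had a log2 fold change of −0.54 under quantile normalization, its call being lost in 5 other alternatives of 14, and *Ighm* had −0.58 (SE 0.23, adjusted p = 0.12). Of 13 plasma cell markers, 6 rose, none fell and 7 did not pass (9 up and 2 down when adjusted over the list alone), with a median of 0.42 (camera, adjusted p = 3.0e-06, and adjusted p = 0.23 with an estimated correlation; the median was 0.22 after rescaling to TPM). They include *Tnfrsf17*, the receptor BCMA (1.85, SE 0.28), and *Derl3*, an endoplasmic reticulum protein (1.07, SE 0.13). Of 17 B cell markers, none rose, 10 fell and 7 did not pass (17 down when adjusted over the list alone), with a median of −0.62 (camera, adjusted p = 3.0e-06, and adjusted p = 0.48 with an estimated correlation). That median was −0.82 after rescaling to TPM and −0.45 after median-of-ratios scaling. The BAFF receptor *Tnfrsf13c* fell by 1.06 (SE 0.20), the B cell transcription factor *Spib* fell by 0.95 (SE 0.18) and *Ms4a1* fell by 0.72 (SE 0.17), calls lost in 6, 6 and 7 of 14 alternatives. Of 68 genes of B cell receptor signaling without immunoglobulin genes, none rose, 9 fell and 59 did not pass (26 down when adjusted over the list alone), with a median of −0.27 (camera, adjusted p = 4.3e-04, and adjusted p = 0.61 with an estimated correlation). The median of all tested spleen genes was −0.16. Among those that fell were *Cd79b* (−0.89, SE 0.17) and *Cd79a* (−0.62, SE 0.12), calls lost in 6 and 7 of 14 alternatives. With immunoglobulin genes added, this list of 286 genes had a median of 0.87 (camera, up, adjusted p = 5.4e-22, and adjusted p = 0.010 with an estimated correlation). The added genes outnumber the other members, so this direction was set by the addition. Of 83 NF-κB signaling genes, 5 rose, 13 fell and 65 did not pass (7 up and 31 down when adjusted over the list alone), with a median of −0.27 (camera, down, adjusted p = 0.044, and adjusted p = 0.72 with an estimated correlation). The call of this list was lost in 9 of 18 alternatives, 4 of them without 1 library, and the list pointed up with immunoglobulin genes added. Of 35 primary immunodeficiency genes, none rose, 6 fell and 29 did not pass (12 down when adjusted over the list alone), with a median of −0.42 (camera, adjusted p = 0.0060, and adjusted p = 0.67 with an estimated correlation), a call lost in 4 of 18 alternatives. Of 52 rheumatoid arthritis genes 1 rose and 6 fell, and of 37 lupus genes 6 rose and 6 fell, with medians of 0.03 and −0.02 (camera, adjusted p = 0.21 and 0.45). With immunoglobulin genes added, the medians of these 4 lists were 0.84, 1.20, 1.00 and 1.22, again set by the addition. Of 11 germinal centre genes 1 rose and 2 fell (camera, up, adjusted p = 0.022, and adjusted p = 0.48 with an estimated correlation), and of 11 genes of B cell activation and memory none rose and 3 fell (camera, adjusted p = 0.62). The call of the germinal centre list was lost in 8 of 17 alternatives (adjusted p from 0.0016 to 0.48). Immunoglobulin variable and constant genes were 96 of the 409 upregulated genes, or 23.5%, against 1.41% of the tested genes (one-sided Fisher's exact test, which takes genes as independent, p = 9.3e-95, odds ratio 37.5). The share was 66.7% without WT 2, 64.5% without WT 3, 55.4% without β3-/- 1 and 66.7% without β3-/- 3. Of 19 erythroid genes, 17 rose and 2 did not pass (19 up when adjusted over the list alone), with a median of 3.56 (camera, adjusted p = 2.1e-17, and adjusted p = 0.47 with an estimated correlation). Each of the 514 DEGs kept the genotypes apart, as did 43.4% of all tested genes, where chance gives 10%. At an unadjusted p below 0.05 with the same fold threshold, 689 genes were higher and 179 lower, and after rescaling to TPM 502 rose and 341 fell. With no fold threshold 567 rose and 834 fell, counted against 0 and not against the median of −0.16. The count of 514 became 80 without WT 2, 85 without WT 3, 149 without β3-/- 1, 784 without β3-/- 2 and 113 without β3-/- 3. It became 201 without the filter, 162 without the trend, and 69 without WT 2 and β3-/- 2, the libraries with pancreas transcripts, a pair left out after the data were seen.

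**Figure D4:**
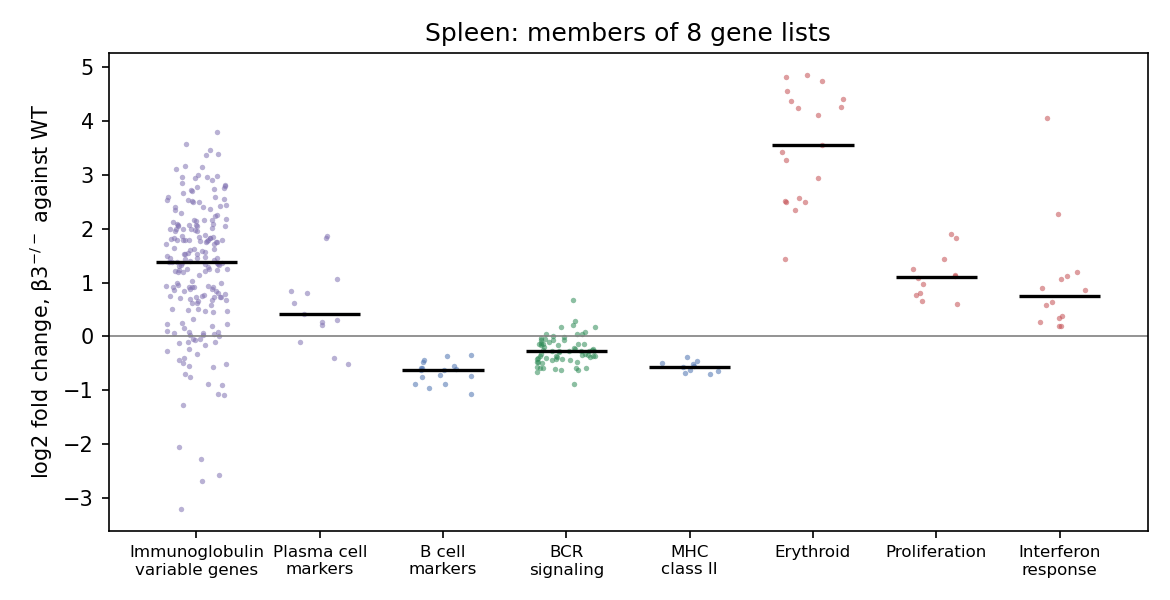
Log2 fold change in spleen (β3-/- against WT, n = 3 each) of each member of 8 gene lists; each point is a gene and each black line the median. The medians lie at 1.37 for immunoglobulin variable genes, −0.62 for B cell markers, −0.27 for B cell receptor signaling and 3.56 for erythroid genes.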

**Figure 4:**
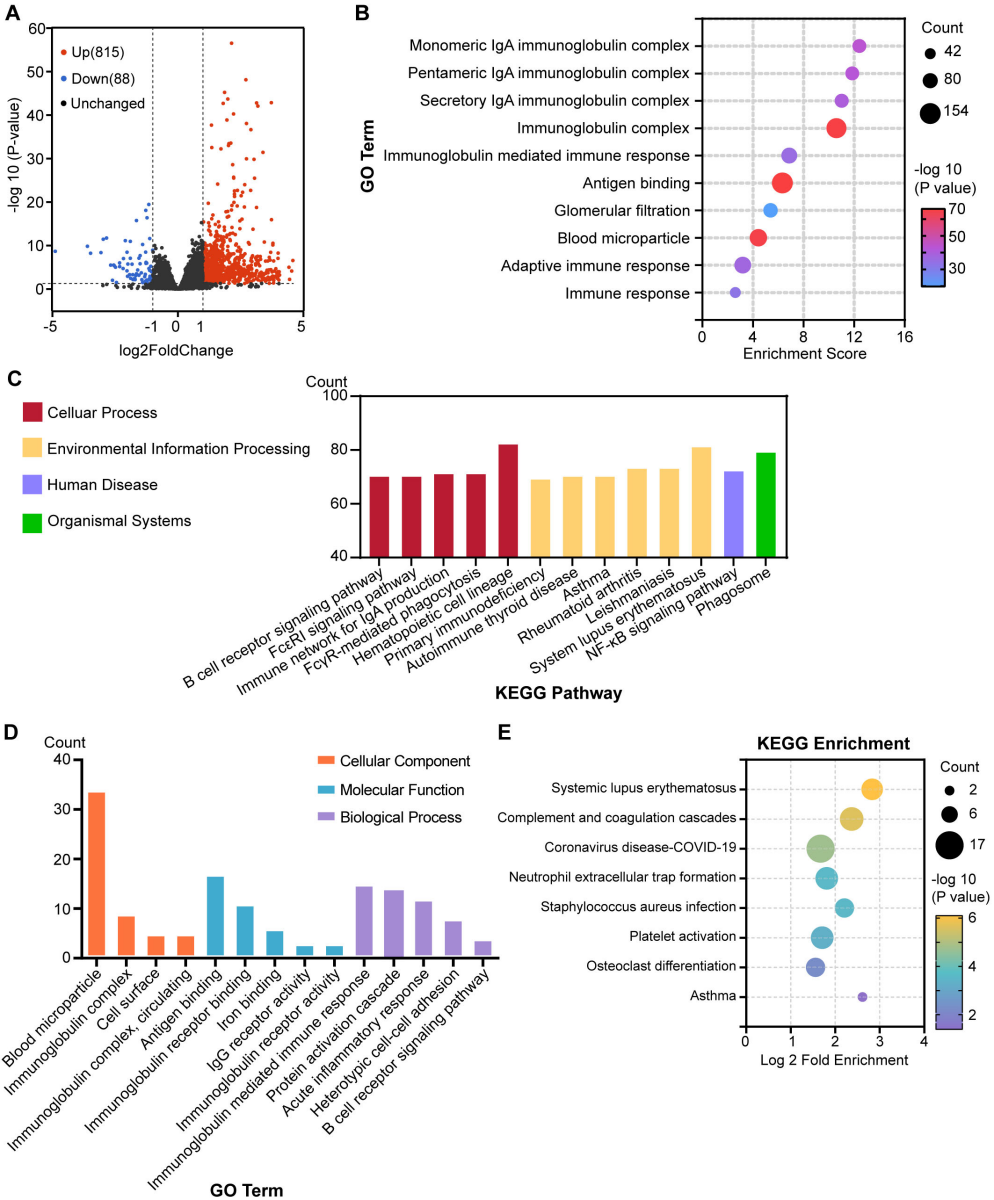
Multi-omics landscape of the spleen reveals systemic immune perturbations. **(A)** Volcano plot of transcriptomic changes in splenic tissues from WT and β3^−/−^ mice. **(B)** GO enrichment analysis of biological processes associated with the DEGs in splenic tissues. Significantly enriched GO terms are shown. **(C)** KEGG pathway analysis of DEGs from RNA-seq in splenic tissues from WT and β3^−/−^ mice. Each pathway is represented by a bubble; bubble size reflects the number of DEGs per pathway. **(D)** GO enrichment analysis of biological processes associated with the DAPs in splenic tissues. Significantly enriched GO terms are shown. **(E)** KEGG enrichment analyses of splenic DAPs. Each pathway is represented by a bubble. Bubble sizes reflect numbers of DEGs per pathway. Color intensity represents the -log10*P* value.

We further validated these systemic alterations through integrated multi-omics analysis of splenic tissues. Quantitative correlation analysis demonstrated a positive linear relationship between transcript and protein abundance (**Supplementary Figure 3A**), which was confirmed by cumulative distribution analysis of Pearson correlation coefficients (**Supplementary Figure 3B**). Taken together, these results suggest that β3 deficiency induces systemic immunological changes leading to the alteration of the signal transduction pathways in lymphocytes from different tissues and their consequent activation status.

### 3.5 Pulmonary B cell hyperactivation is associated with immune complex deposition and upregulated CD40-CD40L signaling

Guided by this multi-omics evidence pointing to the role of humoral immunity, we then investigated lung tissues for signs of B cell activation and effector function. Immunohistochemically stained for CD19 showed an increased number as well as clustering of B cells in inflamed lung parenchyma, indicative of local activation (**Figures 5A, B**). Since activated B cells drive antibody production, we then tested for downstream effector processes such as complement activation. The widespread deposition of complement factor C3 in lung tissue from β3^−/−^ mice (**Figures 5C, D**) was observed. Additionally, immunofluorescence showed a distinct localization of IgG together with C3 in the alveolar septae (**Figure 5E**), strongly arguing for *in situ* immune complex formation being a direct pathological consequence of increased humoral immune activity (**Figure 5E**).

**Figure 5:**
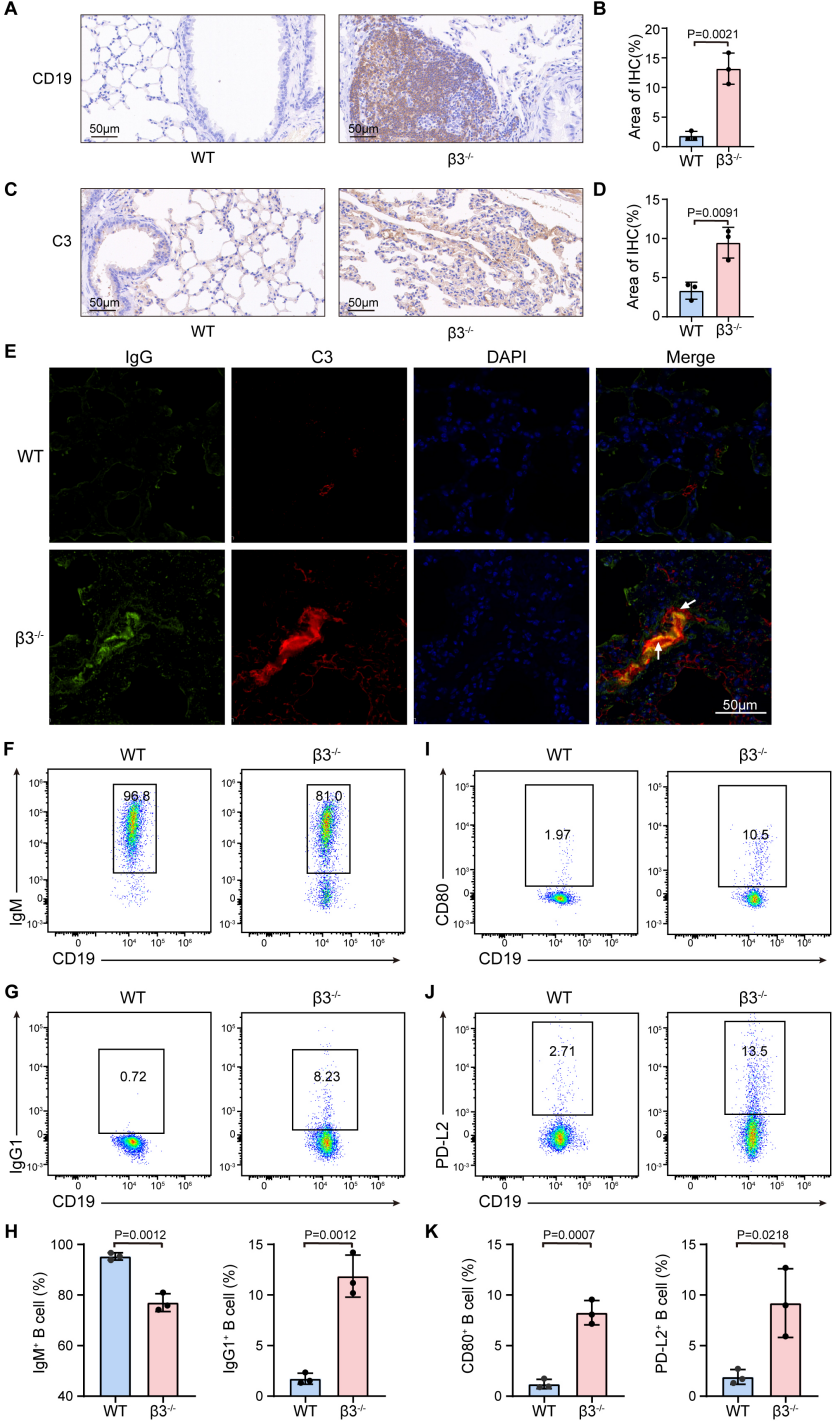
Pulmonary B cell expansion is associated with *in situ* immune complex formation and complement activation. **(A)** Representative IHC staining for CD19 in lung sections from WT and β3^−/−^ mice. Scale bar, 50 μm. **(B)** Quantification of positive staining in **(A)**, presented as percentage of total tissue area (*n* = 3), analyzed using ImageJ. **(C)** Representative IHC staining for complement component C3 in lung sections from WT and β3^−/−^ mice. Scale bar, 50 μm. **(D)** Quantification of positive staining in **(C)**, presented as percentage of total tissue area (*n* = 3), analyzed using ImageJ. **(E)** Representative immunofluorescence (IF) images showing the colocalization of IgG (green) and C3 (red) deposits in β3^−/−^ lungs. Nuclei were counterstained with DAPI (blue). The merged yellow signal indicates the formation of immune complexes (indicated by arrows). Scale bar, 50 μm. **(F, G)** Representative flow cytometry dot plots showing the expression of IgM **(F)** and IgG1 **(G)** on pulmonary B cells (all gated on live CD45^+^ CD19^+^ cells) from WT and β3^−/−^ mice. **(H)** Quantitative analysis of the percentages of IgM^+^ and IgG1^+^ B cells within the total B cell population (n = 3). **(I, J)** Representative flow cytometry dot plots showing the expression of the activation marker CD80 **(I)** and memory marker PD-L2 **(J)** on pulmonary B cells (gated on live CD45^+^ CD19^+^ cells). **(K)** Quantitative analysis of the percentages of CD80^+^ and PD-L2^+^ B cells within the total B cell population (n = 3). Data are presented as mean ± SD. Statistical significance was determined by two-tailed Student’s *t*-test (GraphPad Prism).

To further validate the B cell landscape, we performed flow cytometric analysis on lung single-cell suspensions. Compared to WT controls, the B cell pool from β3^−/−^ mice displayed a significant decrease in the proportion of IgM^+^ B cells and an expansion of class-switched IgG1^+^ B cells (**Figures 5F–H**). Furthermore, both the costimulatory molecule CD80 and the memory marker PD-L2 were significantly upregulated in β3^−/−^ mice, indicating that a subset of β3^−/−^ B cells acquired a mature and activated phenotype (**Figures 5I–K**). Collectively, these findings demonstrate that β3^−/−^ pulmonary B cells are activated, with subsets successfully undergoing class-switch recombination and differentiating into memory phenotypes.

Next, we tested the hypothesis derived from our protein–protein interaction analysis that the CD40-CD40L signaling axis was functionally enhanced in β3^−/−^ lungs. Western blot analysis demonstrated significant upregulation of CD40L protein expression in whole-lung lysates isolated from β3^−/−^ mice (**Figures 6A, B**). IHC showed increased CD40 expression that was primarily found in areas with infiltrating inflammatory cells (**Figures 6C, D**).The immunofluorescence co-localization data also suggested that there is often some co-localization of the CD40L with CD19^+^ B cell aggregates (**Figure 6E**), consistent with an explanation whereby the increased levels of CD40L are binding to the CD40 expressed by B-cells, thus enhancing the activation of B cells and promoting a humoral immune–mediated lung pathology.

**Figure 6:**
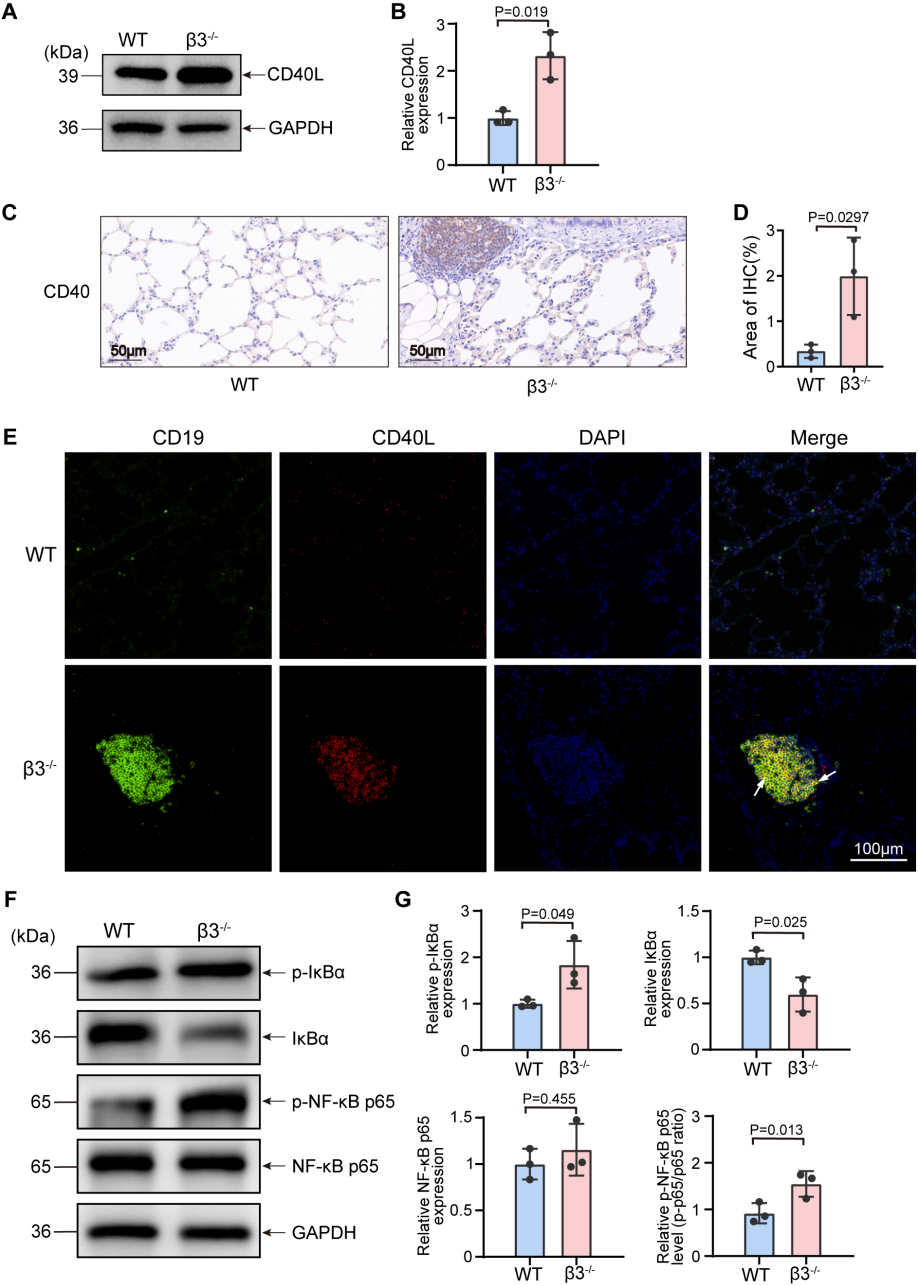
Hyperactivation of the CD40L-CD40 axis and downstream NF-κB signaling in β3^-/-^ lungs. **(A)** Western blot analysis of CD40L expression in whole lung lysates. GAPDH served as the loading control. **(B)** Quantification of CD40L protein levels (*n* = 3). **(C)** Representative IHC staining for the CD40 receptor in lung sections from WT and β3^−/−^ mice. Scale bar, 50 μm. **(D)** Quantification of positive staining in **(C)**, presented as percentage of total tissue area (*n* = 3), analyzed using ImageJ. **(E)** Representative immunofluorescence (IF) images showing the colocalization of CD19 (green) and CD40L (red) deposits in β3^−/−^ lungs. Nuclei were counterstained with DAPI (blue). The merged yellow signal indicates the formation of immune complexes (indicated by arrows). Scale bar, 100 μm. **(F)** Western blot analysis of the canonical NF-κB signaling pathway, assessing levels of phosphorylated IκBα (p-IκBα), total IκBα, phosphorylated NF-κB p65 (p-p65), and total NF-κB p65. **(G)** Quantification of the p-IκBα, IκBα, p-p65, and p65 protein levels (*n* = 3). Data are presented as mean ± SD. Statistical significance was determined by two-tailed Student’s *t*-test (GraphPad Prism).

### 3.6 Activation of the canonical NF-κB pathway downstream of the CD40-CD40L axis

CD40 ligation potently activates the canonical NF-κB signaling pathway (24, 25), a central regulator of inflammatory responses that was also highlighted in our proteomic KEGG analysis. We therefore examined the activation status of this pathway as a key convergent downstream mechanism.

The Western blot results showed that the expression level of p-IκBα was significantly increased and the expression level of total IκBα protein decreased in lung tissue of β3^−/−^ mice (**Figures 6F, G**). Such an increased degradation of IκBα favors NF-κB activation by allowing a translocation in nucleus of NF-κB complex itself. In agreement with this, we found an increased level of phospho-NF-κB p65 (phospho-p65) but not total p65 (**Figures 6F, G**). Taken together, our results indicate that there is significant stimulation of the classic NF-κB pathway and suggest an intracellular pathway by which increased CD40 signaling may result in continued production of inflammatory cytokines and chronic lung inflammation.

### 3.7 Downregulation of *ITGB3* is correlated with B cell hyperactivation in human malignancies and autoimmune diseases

To establish the translational relevance of the mechanistic pathway identified in our murine models, we conducted a comprehensive bioinformatic analysis of publicly available transcriptomic datasets spanning diverse human malignancies and systemic autoimmune diseases.

Pan-cancer analysis revealed a broad reduction in *ITGB3* expression, which encodes integrin β3, across multiple tumor types compared with corresponding normal tissues, suggesting that *ITGB3* downregulation commonly accompanies disrupted tissue homeostasis (**Figures 7A**; **Supplementary Figure 4**). Notably, in several malignancies including breast invasive carcinoma (BRCA), cervical squamous cell carcinoma and endocervical adenocarcinoma (CESC), and lung squamous cell carcinoma (LUSC), *ITGB3* expression showed a significant negative correlation with the extent of B cell infiltration (**Figure 7B**). Within these tumor microenvironments, *ITGB3* levels also inversely correlated with the expression of canonical B cell markers, including *CD19*, *MS4A1*, *CD79A*, *CD79B*, and *TCL1A* (**Figure 7C**). These associations indicate that reduced *ITGB3* expression may be linked to heightened B cell activation. Beyond malignancies, we extended our analysis to autoimmune diseases that share key pathological features with the phenotype observed in β3^−/−^ mice. We analyzed transcriptomic datasets from the GEO encompassing SLE and RA. Consistent with the pan-cancer findings, *ITGB3* expression was significantly reduced in peripheral blood mononuclear cells and whole-blood samples from patients with SLE and RA compared with healthy controls (**Figures 7D, E**).

**Figure 7:**
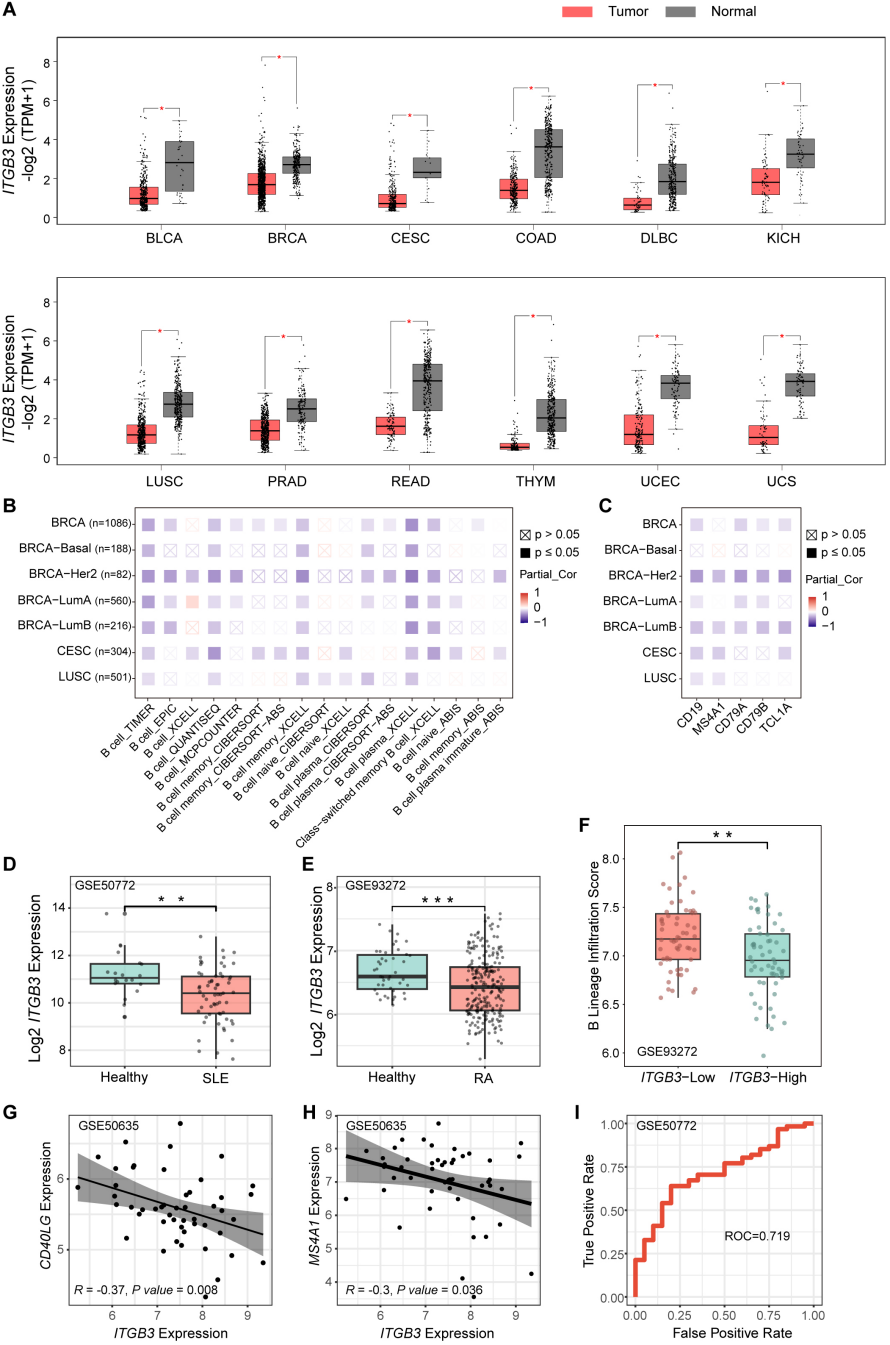
Downregulation of *ITGB3* is associated with B cell hyperactivation in human malignancies and autoimmune diseases. **(A)** Pan-cancer analysis of *ITGB3* expression in tumor tissues (red) versus adjacent normal tissues (gray). Data were sourced from the TCGA and GTEx databases. BLCA, Bladder Urothelial Carcinoma; BRCA, Breast Invasive Carcinoma; CESC, Cervical Squamous Cell Carcinoma and Endocervical Adenocarcinoma; COAD, Colon Adenocarcinoma; DLBC, Diffuse Large B-cell Lymphoma; KICH, Kidney Chromophobe; LUSC, Lung Squamous Cell Carcinoma; PRAD, Prostate Adenocarcinoma; READ, Rectum Adenocarcinoma; THYM, Thymoma; UCEC, Uterine Corpus Endometrial Carcinoma; UCS, Uterine Carcinosarcoma. **(B)** Correlation heatmap between *ITGB3* expression and levels of B cell immune infiltration in BRCA, CESC, and LUSC. Purple indicates a negative correlation; red indicates a positive correlation. Analyses were performed using TIMER3.0 with adjustment for tumor purity. **(C)** Correlation analysis between *ITGB3* expression and specific B cell lineage markers (*CD19*, *MS4A1*, *CD79A*, *CD79B*, and *TCL1A*) across the indicated cancer types. Data were analyzed using the TIMER3.0 database. **(D, E)** Validation of *ITGB3* downregulation in autoimmune diseases using GEO datasets. Box plots compare *ITGB3* mRNA levels between healthy controls (teal) and patients (salmon) in the GSE50772 SLE cohort **(D)** and the GSE93272 RA cohort **(E)**. **(F)** Validation of B cell enrichment in *ITGB3* deficient patients within the RA cohort (GSE93272). Patients were stratified into *ITGB3*-high and *ITGB3*-low groups. Boxplots depict the B cell lineage infiltration scores inferred from transcriptomic data. Statistical significance was determined by Wilcoxon rank-sum test. **(G, H)** Scatter plots demonstrate significant negative correlations between *ITGB3* expression and B cell activation markers **(G)** *CD40LG* and **(H)** *MS4A1* in the GSE50635 SLE cohort. Correlation coefficient R and P value were derived from Spearman analysis. **(I)** Receiver Operating Characteristic (ROC) curve assessing the diagnostic performance of ITGB3 expression in discriminating SLE patients from healthy controls (GSE50772). The Area Under the Curve is 0.719, indicative of fair diagnostic accuracy.

To further define the immunoregulatory role of *ITGB3* in disease, we focused on the RA cohort. To account for interpatient heterogeneity, we stratified RA samples into *ITGB3*-high and *ITGB3*-low groups based on expression levels. Immune cell deconvolution analysis showed that the *ITGB3*-low group displayed significantly higher B cell infiltration scores than the *ITGB3*-high group (**Figure 7F**). Correlation analysis further revealed a strong inverse association between *ITGB3* expression and key markers of B cell activation. Specifically, *ITGB3* levels negatively correlated with *CD40LG* expression and with genes involved in B cell receptor signaling, including *MS4A1* (**Figures 7G, H**). These findings align with our mechanistic data, indicating that physiological β3 expression restrains CD40–CD40L–dependent B cell activation.

We next assessed the clinical relevance of *ITGB3* as a biomarker. ROC curve analysis demonstrated that *ITGB3* expression levels possessed potential diagnostic sensitivity and specificity for distinguishing SLE patients from healthy controls, supporting its diagnostic potential (**Figure 7I**). Together, these clinical observations reinforce the concept that *ITGB3* acts as a threshold regulator, and that its deficiency is a pathologically relevant feature correlated with B cell hyperactivation and disease progression in human autoimmune conditions.

## 4 Discussion

Maintenance of pulmonary immune homeostasis necessitates tight suppression of inappropriate immune responses to innocuous environmental antigens. While integrins are best known for their roles in cell adhesion and migration (6), their role in maintaining the immunological tolerance state within quiescent tissue is unclear. Here, we reveal that integrin β3 acts as an important physiological checkpoint for B cell activation during spontaneous lung inflammation. We show that the autoimmune disease caused by the genetic deletion of β3 is characterized by prominent extrafollicular B cell infiltration and localized IC deposition. Using complementary high-throughput multi-omics approaches, coupled to pathological confirmation, we associate this pathology with a loss of regulation in the CD40–CD40L costimulatory axis (**Figure 8**). Collectively, our results transform the role of integrin β3 away from that of a mere structural protein toward that of an important modulator of humoral homeostasis in the lung niche.

**Figure 8:**
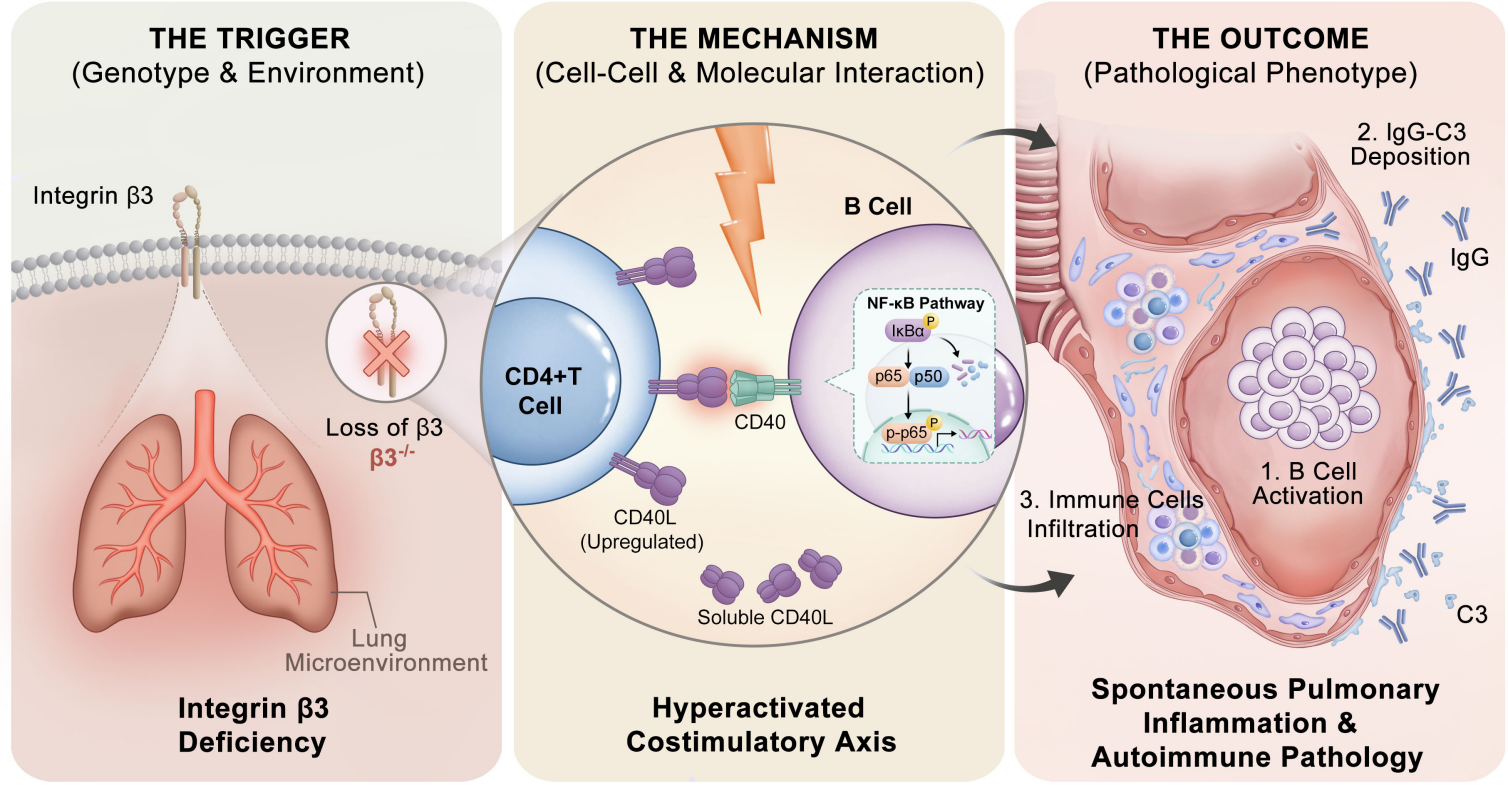
Working model: Integrin β3 deficiency promotes B cell-mediated pulmonary inflammation via the CD40-CD40L axis.

Our data highlight a previously unappreciated role for integrin β3 in restraining B cell activation evidenced through the inflammatory phenotype of β3^−/−^ mice. The β3^−/−^ mouse model was initially developed by Hodivala-Dilke et al. to characterize its defects in platelet aggregation and osteoclast function (26). Subsequent studies recognized that these animals are predisposed to lung inflammation; however, this has mostly been described as a response to metabolic stress (e.g., high-fat diet) and attributable to macrophage dysfunction or increased CD36 signaling on smooth muscle cells (9, 27). In distinct contrast, our results show that loss of β3 promotes ordered clustering of CD19^+^ B cells and *in situ* immune complex formation in the lung. This spatial organization resembles inducible bronchus-associated lymphoid tissue (iBALT), a defining feature of chronic autoimmune lung diseases such as RA-ILD (28, 29). These findings place integrin β3 in a position to act as an upstream regulator limiting B-cell activation in the pulmonary environment.

Our unbiased transcriptomic and proteomic analyses consistently identified CD40L as a central driver of the observed immune dysregulation. Under physiological conditions, CD40L expression is transient and tightly controlled to prevent excessive immune activation (30). In contrast, β3^−/−^ lungs exhibited sustained CD40L upregulation, indicating a critical breakdown in this regulatory system. How loss of β3 mechanistically leads to persistent CD40L elevation therefore represents a key question arising from our findings.

The precise molecular hierarchy linking β3 loss to sustained CD40L upregulation probably involves a combination of indirect microenvironmental defects and direct structural constraints. Our transcriptomic data (**Figure 2G**) revealed an upregulation of *Cd40lg* mRNA, suggesting that the elevated CD40L protein levels are driven by transcriptional upregulation. αvβ3 is the canonical receptor for the activation of latent TGF-β (31–33) and efferocytosis (clearance of apoptotic cells) (34). In β3^−/−^ lungs, the local depletion of bioactive TGF-β, a potent repressor of T cell activation, would lead to the unleashing of *Cd40lg* transcription (35, 36). Furthermore, defective clearance of apoptotic debris would lead to secondary necrosis and the release of autoantigens.

Additionally, integrin β3 may act as a negative regulator of CD40L bioavailability for a collaborative mechanism. Soluble CD40L contains an RGD motif, enabling high-affinity binding to β3-containing integrins (αvβ3 on immune cells and αIIbβ3 on platelets) (37, 38). Under homeostatic conditions, β3 expression likely sequesters CD40L and limits its availability to engage the CD40 receptor. In the absence of this constraint, CD40L can interact freely with CD40, explaining the hyperactivation of the downstream NF-κB cascade. These mechanisms establish β3 as a multidimensional regulator of immune homeostasis.

Although the most pronounced pathology manifests in the lung, our multi-omics examination of splenic tissue shows that β3 deficiency causes an overall immune disturbance (**Figure 4**), and the primed state of splenic lymphocytes indicates that lack of β3 reduces the overall threshold required to activate the immune system. To explain why pathology is observed mainly in the lung, we suggest a “Two-Hit” model. The first hit is the genetic loss of β3 establishing a systemic predisposition for autoimmunity. It is precisely due to continuous environmental stimulation that the second hit occurs specifically in the lung. In this uniquely susceptible environment, lacking the regulation normally afforded by β3, is a persistent antigen stimulation leading to an inflammatory reaction. It shows that while the defect is systemic, the triggering of the clinical onset depends on local environmental factors.

The constellation of pathological features observed in β3^−/−^ lungs including organized clustering of CD19^+^ B cells and deposition of IgG–C3 immune complexes closely mirrors the mechanisms underlying antibody-mediated autoimmune diseases such as systemic lupus erythematosus and rheumatoid arthritis (39, 40). Inflammatory infiltrates of the β3^−/−^ lungs are well organized as inducible bronchus associated lymphoid tissue (iBALT) like structures instead of diffuse ones. Thus, these results reveal that β3 signaling acts as an important barrier to *de novo* lymphoid aggregate formation within the lung. As such, the β3^−/−^ mouse is an important preclinical model to dissect the mechanisms by which integrin dysfunction promotes B cell–dependent pulmonary autoimmunity.

To strengthen the translational relevance of this regulatory axis, we analyzed publicly available transcriptomic datasets from TCGA and GEO spanning a broad range of human lung pathologies. Across autoimmune diseases and multiple cancer types, *ITGB3* expression was consistently reduced, suggesting that loss of this integrin represents a common feature of disrupted tissue homeostasis. In malignancies, previous studies have largely emphasized β3 integrin functions in cell adhesion, migration, and angiogenesis (41, 42). In contrast, our pan-cancer analysis revealed a negative association between *ITGB3* expression and B cell infiltration and activation. This finding establishes a previously unrecognized link between integrin signaling and the tumor immune microenvironment and expands the functional scope of β3 to include regulation of adaptive immunity. Importantly, *ITGB3* expression also showed a robust inverse correlation with B cell–driven inflammatory signatures in autoimmune diseases, particularly those associated with the CD40–CD40L pathway. These human data closely mirror our murine observations and support a conserved role for β3 as a physiological brake on B cell activation. From a clinical perspective, *ITGB3* demonstrates potential utility as a prognostic and stratification biomarker. Low *ITGB3* expression displayed high diagnostic sensitivity in our analyses, suggesting that *ITGB3* may help identify patient subsets characterized by B cell hyperactivation. Therefore, clinical investigations measuring *ITGB3* expression levels could serve as a potential diagnostic biomarker. Identifying patients with this specific biomarker signature would help clinicians recognize distinct inflammatory conditions driven by B cell hyperactivation and accurately guide the use of targeted therapies.

We recognize several limitations of this study. First and foremost, the use of a constitutive β3 knockout model precludes definitive identification of the initiating cellular lineage. While our data highlight B cells as the primary effector cells driving the inflammatory phenotype, we cannot exclude the possibility that B cell hyperactivation arises secondarily to alterations in the lung microenvironment or defects in other immune and structural cells. For instance, β3 is critical for macrophage-mediated efferocytosis (43). Defective clearance in β3^−/−^ lungs could lead to the accumulation of secondary necrotic debris and autoantigens, thereby providing a chronic stimulus for B cell activation. Similarly, β3 deficiency in endothelial cells may compromise vascular integrity or alter lymphocyte trafficking (44), while defects in platelets could disrupt their immunomodulatory interaction with adaptive immune cells via CD40L release (45). Thus, the observed pathology likely results from a compound effect. Future studies using lineage-specific knockout strategies, such as CD19-Cre for B cells, PF4-Cre for platelets, or Tek-Cre for endothelial cells, will be necessary to dissect the precise contribution of each compartment.

Second, while our transcriptomic and histological data suggest that the B cell compartment is functionally biased towards antibody-secreting plasma cells, we acknowledge that the exact frequencies of specific B cell subsets were not precisely quantified. Consequently, future research could employ single-cell RNA sequencing or high-dimensional spectral flow cytometry to enable high-resolution mapping of B cell developmental trajectories. Next, this study is limited by the absence of *in vivo* functional blockade data to confirm the therapeutic reversibility of the phenotype. To address this, confirmatory experiments using blocking CD40L antibodies are currently underway to validate the efficacy of targeting this axis. Finally, our clinical observations rely on transcriptomic correlations derived from cross-sectional datasets. While the inverse association between *ITGB3* expression and B cell activation signatures is robust, longitudinal analyses and prospective clinical studies will be required to establish causality and validate *ITGB3* as a predictive biomarker in human autoimmune disease.

We identify integrin β3 as a critical threshold regulator of B cell activation in pulmonary adaptive immunity. Loss of β3 disrupts B cell tolerance by amplifying the CD40–CD40L–NF-κB signaling axis, leading to spontaneous inflammatory pathology. The strong association between reduced *ITGB3* expression and B cell hyperactivation in patients with autoimmune disease underscores the translational relevance of our findings. Together, our results position integrin β3 as both a candidate biomarker for patient stratification and a promising therapeutic target for antibody-mediated autoimmune lung diseases.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE317568.

# Supplementary material for: Integrin β3 deficiency unleashes spontaneous pulmonary inflammation by promoting B cell hyperactivation via the CD40-CD40L axis
**Source:** Front Immunol. 2026 Mar 24;17:1796926. doi: 10.3389/fimmu.2026.1796926
**Supplement:** Supplementary file 2

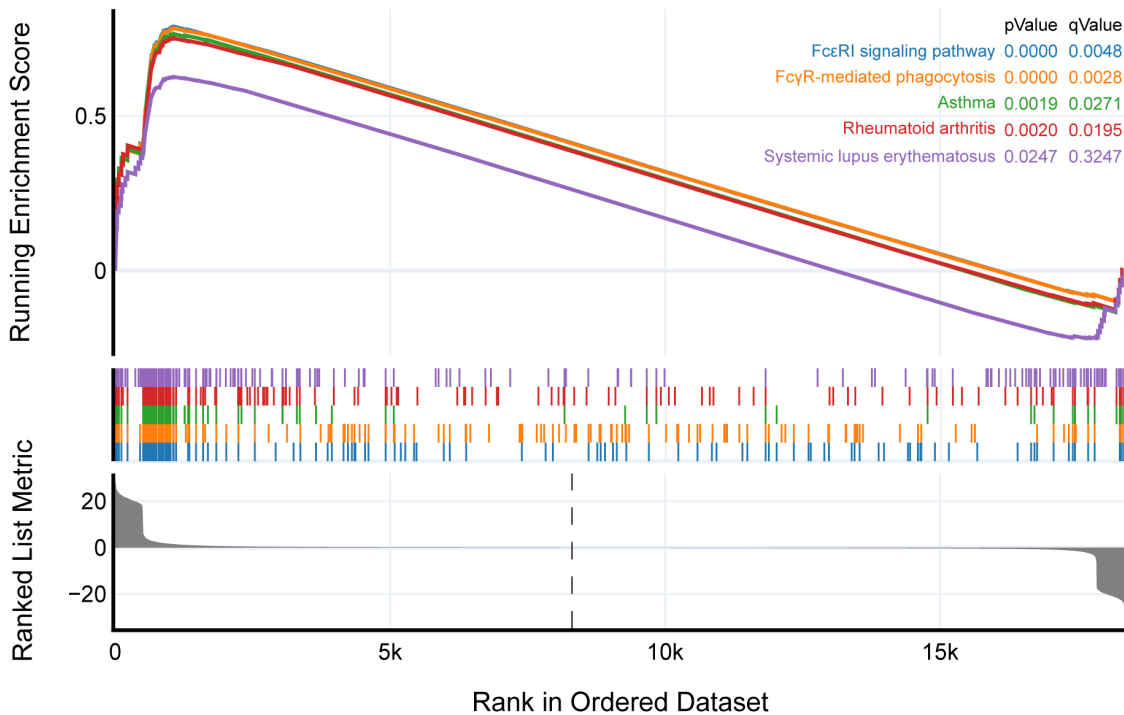

Supplementary Figure 2. Gene Set Enrichment Analysis (GSEA) of KEGG Pathways in lung tissue from WT and $\beta 3^{-/-}$ mice. The plot depicts the running enrichment score (ES) as the analysis walks down the ranked gene list. The peak of the curve corresponds to the maximum ES. Genes belonging to the leading-edge subset are shown as vertical ticks in the middle portion of the plot. The p Value and false discovery rate (FDR) q Value are indicated.

# Supplementary material for: Integrin β3 deficiency unleashes spontaneous pulmonary inflammation by promoting B cell hyperactivation via the CD40-CD40L axis
**Source:** Front Immunol. 2026 Mar 24;17:1796926. doi: 10.3389/fimmu.2026.1796926
**Supplement:** Supplementary file 3

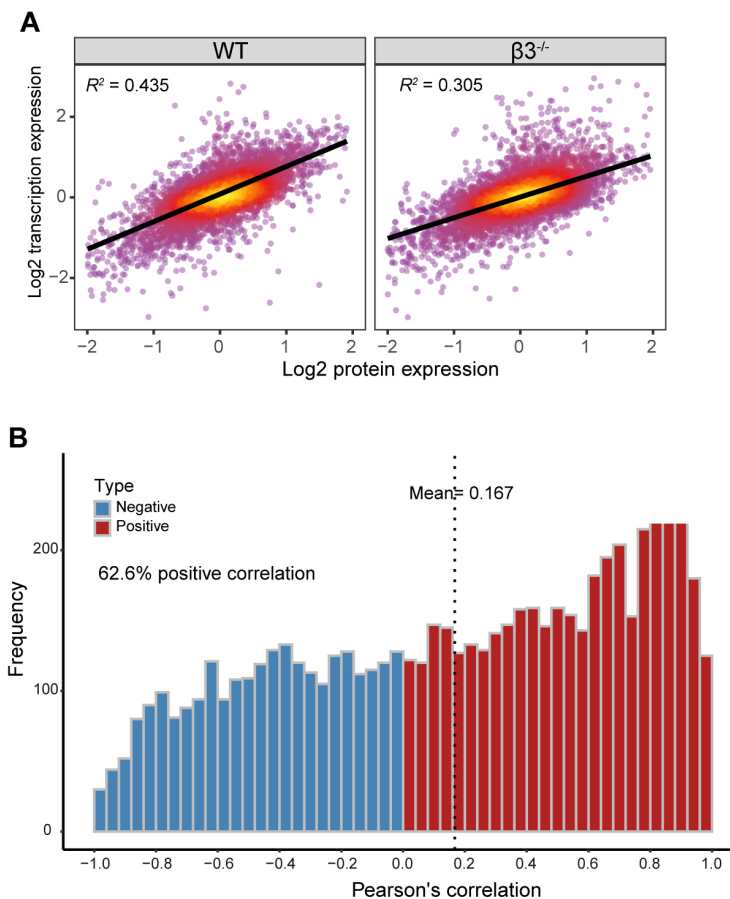

Supplementary Figure 3. Proteomic profiling and integrated transcriptomic-proteomic analysis of $\beta 3^{-/-}$ splenic tissues. (A) Scatter plot comparing transcriptomic (RNA-seq log2 fold change) and proteomic (protein abundance log2 fold change) alterations for matched genes/proteins between $\beta 3^{-/-}$ and WT spleen. The coefficient of determination (R^2) from linear regression is indicated. (B) Cumulative distribution plots of Pearson correlation coefficients between matched transcript and protein expression levels across all samples within each genotype. The x-axis represents the Pearson correlation coefficient (r), and the y-axis represents the cumulative proportion of gene-protein pairs. Curves are colored based on the direction of correlation: red for positive correlations ($r > 0$) and blue for negative correlations ($r < 0$).

# Supplementary material for: Integrin β3 deficiency unleashes spontaneous pulmonary inflammation by promoting B cell hyperactivation via the CD40-CD40L axis
**Source:** Front Immunol. 2026 Mar 24;17:1796926. doi: 10.3389/fimmu.2026.1796926
**Supplement:** Supplementary file 4

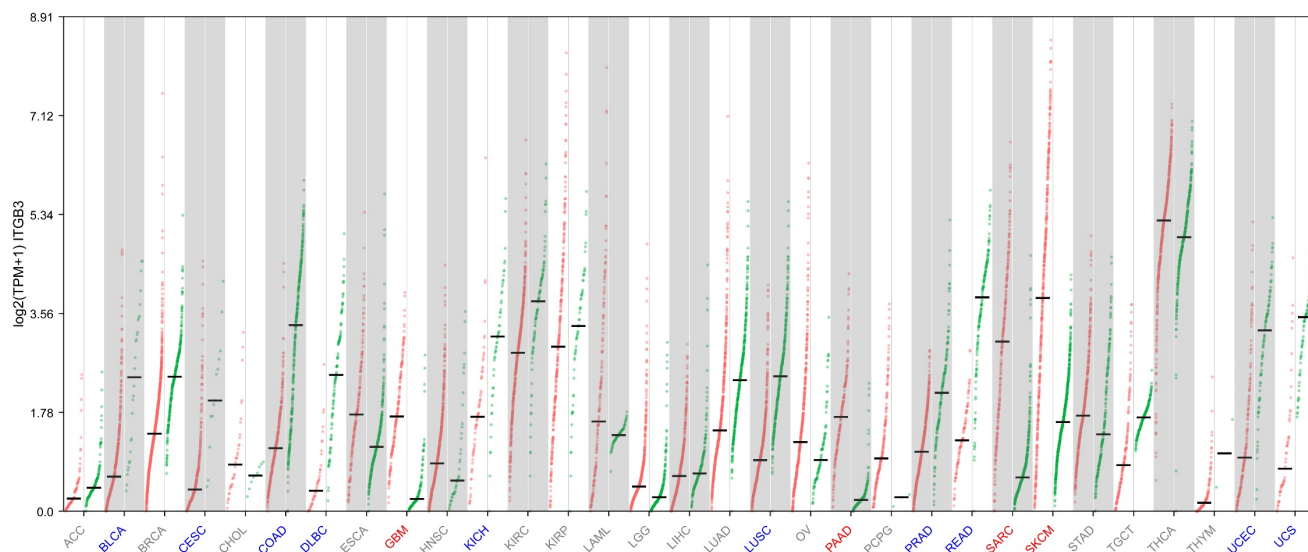

Supplementary Figure 4. Pan-cancer expression landscape of *ITGB3* in TCGA tumors and matched normal tissues. The gene expression profile of *ITGB3* across 33 human cancer types was analyzed using the GEPIA web server. The scatter plot displays the $\log_2$ (TPM+1) expression levels in tumor tissues (red dots) compared to normal tissues (green dots). Each dot represents an individual sample. The x-axis indicates the standard TCGA cancer type abbreviations.

# Supplementary material for: Integrin β3 deficiency unleashes spontaneous pulmonary inflammation by promoting B cell hyperactivation via the CD40-CD40L axis
**Source:** Front Immunol. 2026 Mar 24;17:1796926. doi: 10.3389/fimmu.2026.1796926

Figure 1A

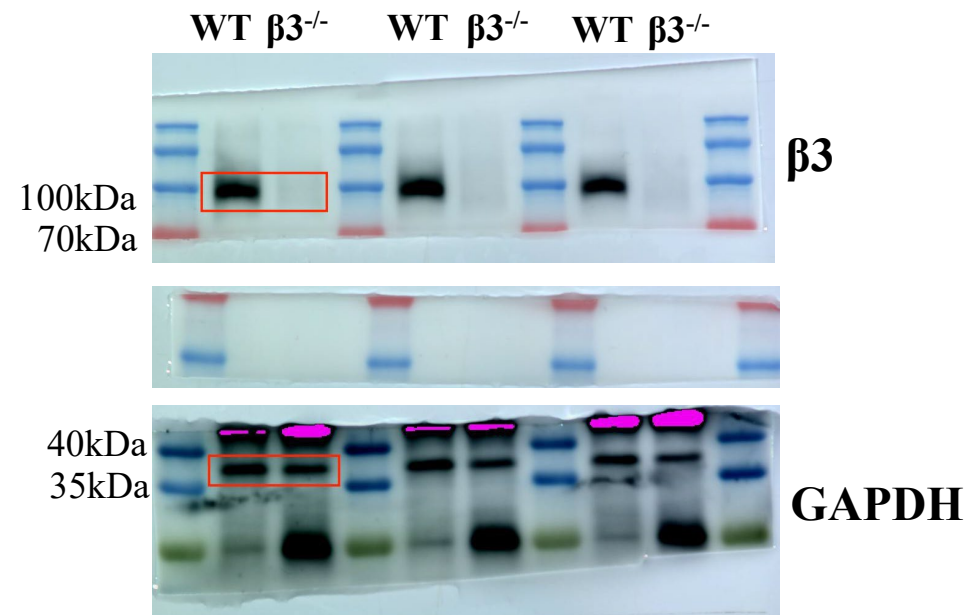

All membrane with marker

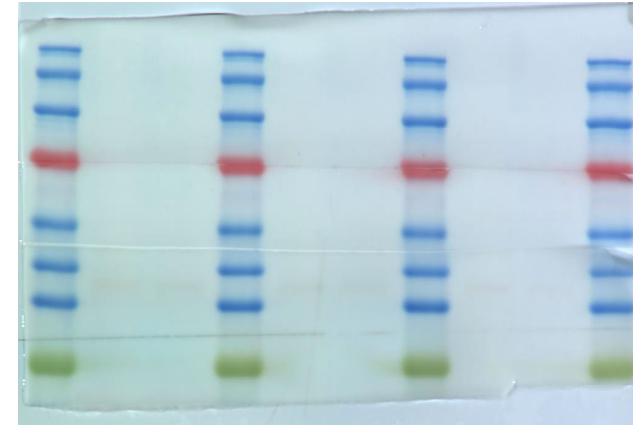

Figure 6A

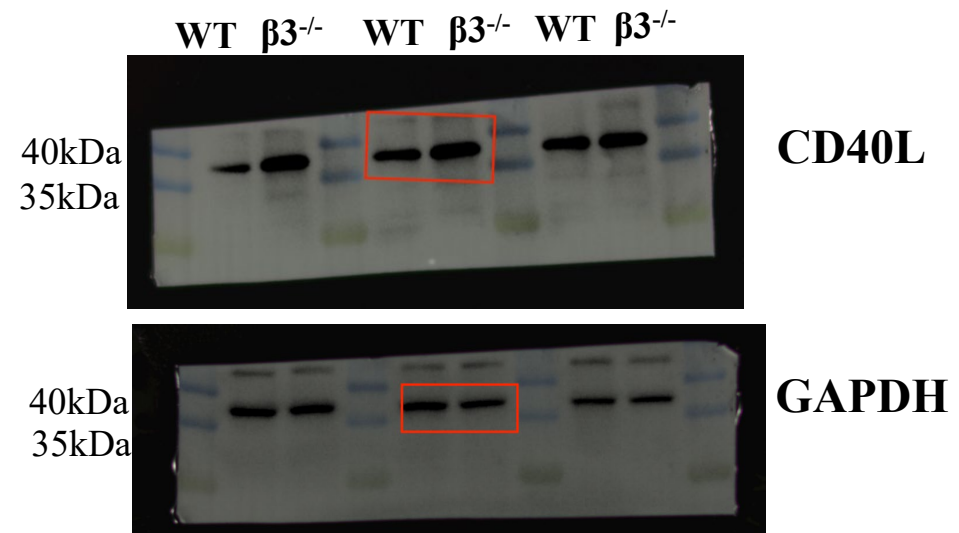

Figure 6F-IκBα

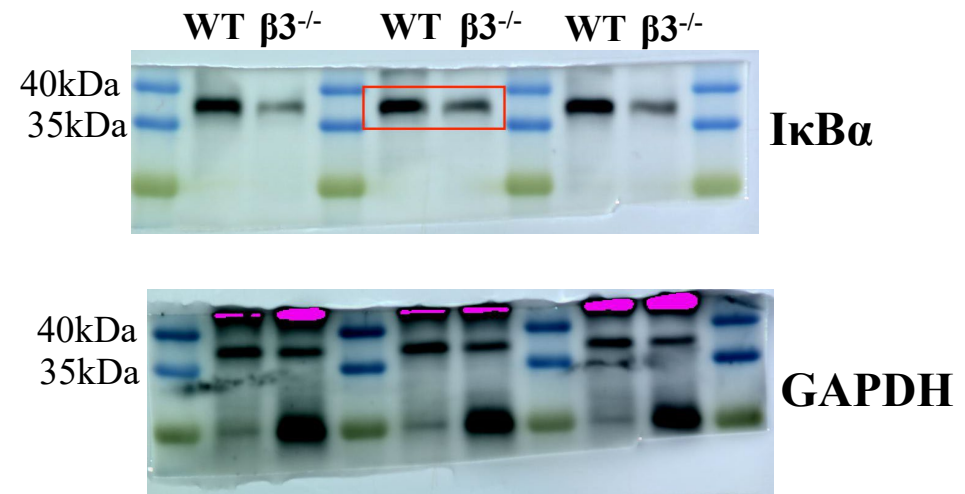

Figure 6F-p-IκBα

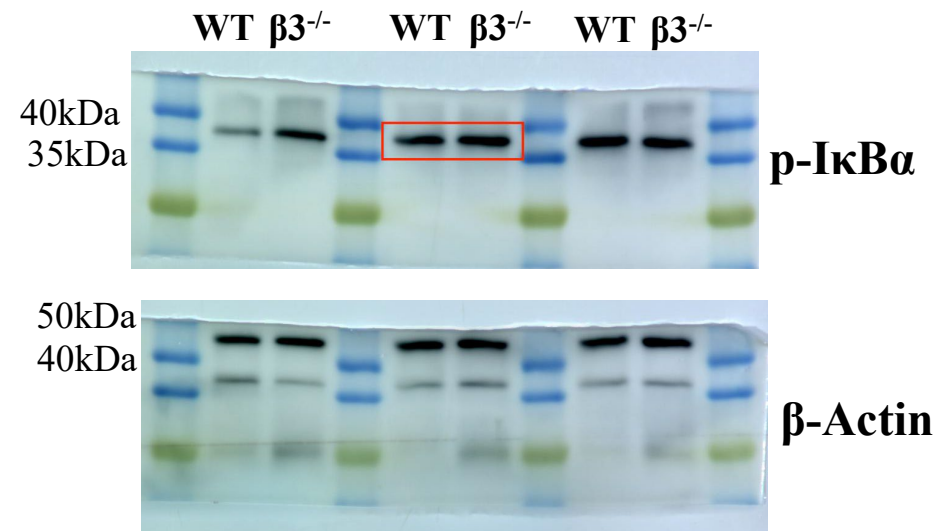

Figure 6F-NFκB p65

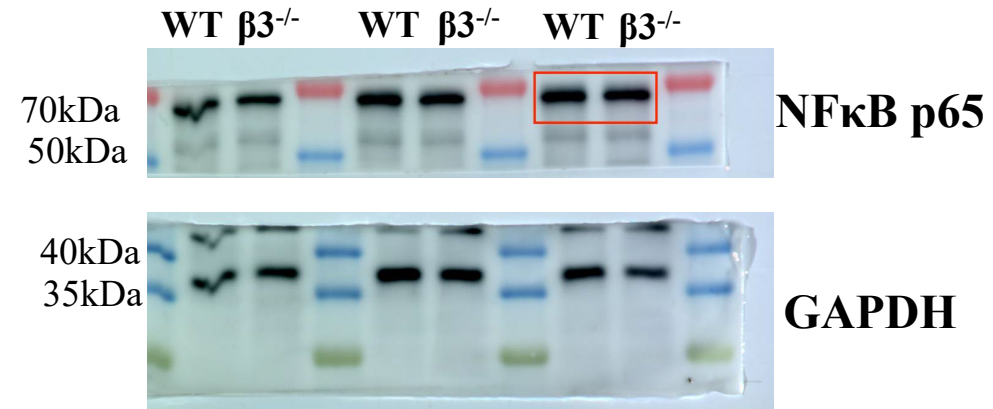

All membrane with marker

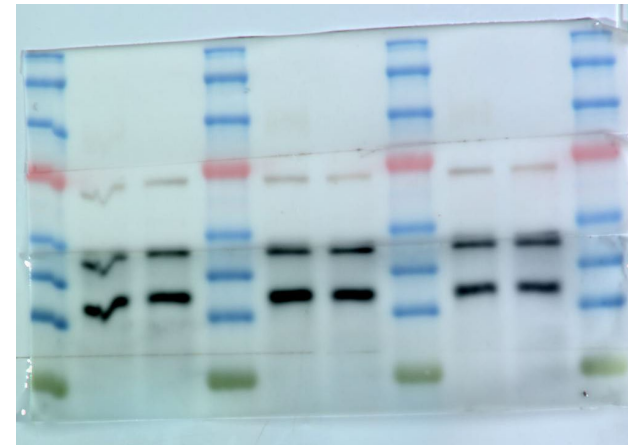

Figure 6F-p-NFκB p65

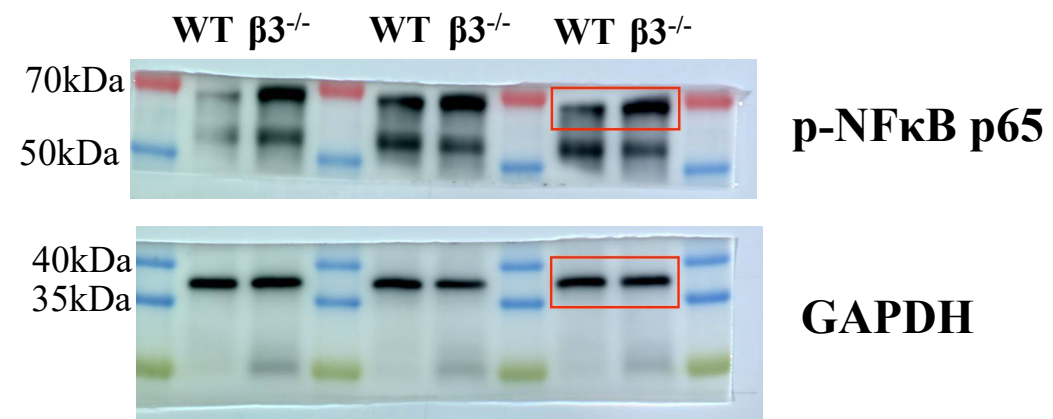

All membrane with marker

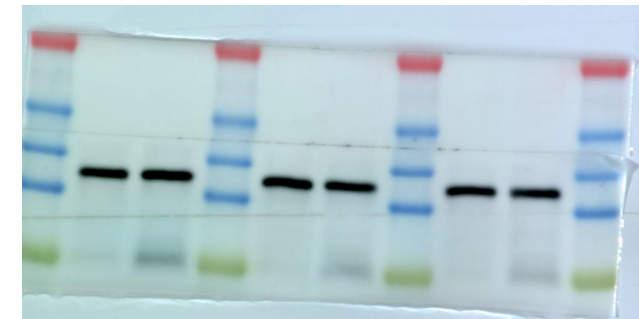

**Supplement:** Supplementary file 5

How the deposited data were processed for this re-analysis (not part of the article)

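Lung and spleen RNA from the same 3 WT and 3 β3-/- mice, 8 to 10 weeks old, was read from 12 libraries, 1 per mouse and tissue. Per the methods, the authors trimmed the reads with Trimmomatic, aligned them to GRCm39 with HISAT2, counted them with featureCounts and called DEGs with DESeq2. The deposited files hold FPKM (fragments scaled by transcript length and by the mapped fragments of a library) that the authors made from these reads, with a tool that the paper's text does not name. The smallest value above 0 is 1e-06, so counts cannot be recovered from them and the depth of each library is unknown. The precision of each value is therefore taken from the spread between mice. DESeq2 was not run, since it takes counts and the deposited files hold none.

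Of the gene identifiers, 22105 are Ensembl genes, 22101 of these are in GENCODE vM39, and 819 are other models. Names, coordinates and gene types come from GENCODE vM39. No 2 libraries held identical values. On the log2 scale the correlation between libraries was 0.944 to 0.974 in lung and 0.935 to 0.979 in spleen.

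The log2 of FPKM plus 0.1 was used for each gene with an FPKM of at least 0.1 in at least 3 of the 6 libraries of a tissue. Genotypes were compared within each tissue with limma-trend (limma 3.58.1 in R 4.3.3), without covariates. All adjusted p of single genes are from limma and were adjusted over all tested genes by the Benjamini-Hochberg method, unless the text says over the list alone. DEGs had an absolute log2 fold change above 1 and an adjusted p below 0.05. The SE is the moderated standard error from limma. The difference of the genotype effect between tissues was the interaction term of a fit of all 12 libraries, over 16311 genes that passed the filter in either tissue. Lung and spleen of a mouse were paired by replicate number.

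Gene lists, 40 in all, were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists of a tissue. They were written from general knowledge, since the KEGG and GO sets used by the authors were not at hand. Camera with an estimated correlation, fry, and preranked GSEA (fgsea 1.28.0, 10000 permutations of genes, ranked by the signal-to-noise ratio) were run beside it. Histone genes were kept apart from the lupus list. The share of immunoglobulin variable and constant genes among upregulated genes was tested with a one-sided Fisher's exact test.

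The genes named were set by a rule. In each tissue it took the 8 largest increases and the 8 largest decreases among DEGs whose 3 libraries per genotype did not overlap, without immunoglobulin and T cell receptor segments and models without a name. It also took the 4 largest increases among immunoglobulin variable genes, all immunoglobulin constant genes, every gene the paper names, and up to 4 members of each gene list. Genes outside the rule are marked as such where they are named.

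The tests were run on simulated data. In lung, 37, 43, 49 and 50 of 50 genes changed by 1.5, 2, 3 and 4 on the log2 scale were called. Among the unchanged genes of the same run there were 4 calls. In spleen 44, 48, 50 and 49 were called, with 7 calls among the unchanged genes of that run. The interaction term called 193 of 200 genes changed by 3. The changed genes were drawn only from those whose WT mean on the log2 scale lay above that of 1 FPKM. How many changed genes nearer the filter would be called was not tested. A list raised in the simulation was called by all 4 list tests, and none of the 39 other lists was called by any of the 4. The simulated genes were drawn independently, so these runs do not show how the list tests behave when the genes of a list vary together. In the real data the estimated correlation of the B cell markers was 0.72 in lung and 0.86 in spleen.

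The comparisons, the thresholds, the lists, the rule for named genes and most alternatives were set before the data were examined. The alternatives were pseudocounts of 1 and 0.01, no filter and a filter at 1 FPKM, rescaling to TPM, median-of-ratios scaling, quantile normalization, limma without trend, sample weights, replicate number or mouse as a block, all 12 libraries in a single fit, other thresholds, and each library left out in turn. The library group defined by *Ubb* in lung, the 2 spleen libraries with pancreas transcripts, and Y-linked genes left out were added after the data were seen. The proteomic, flow cytometry, histology and blot data of the paper were not analyzed.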

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

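The splits of the lung and of the spleen DEG counts, the first tests of lymphoid tissue and of blood in lung, and the test of sex in lung were set before their results were seen. All other tests in this part were chosen after, among them the comparison of erythroid with immunoglobulin genes, the library groups and the share left to other transcripts. The reading of the test of the B cell receptor and NF-κB lists was changed after its value was seen, from a rise that rests on immunoglobulin genes to one that the test does not decide.

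The genotype effect differed between lung and spleen for 68 genes by the interaction term, which is why it is listed here; the highest of the 9 other splits of the mice gave 30, the real split was the 1 split of 10 with as many, and 10 splits cannot give a share below 0.1. The differences, spleen minus lung, were −3.24 for *Jchain*, −7.43 for *Igll1* and −7.09 for *Vpreb1a*. In lung *Igll1* lay below the filter and *Vpreb1a* was low, so a fall as large as in spleen could not have been seen there. With the mouse as a block 25 genes differed, and 244 with the correlation within mice estimated.

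Other signals lie in genes that the paper does not discuss. The 4 Y-linked genes *Eif2s3y*, *Ddx3y*, *Uty* and *Kdm5d* were listed at 0 in each β3-/- library and above 0 in each WT library, in both tissues. In β3-/- spleens, 17 of 19 erythroid genes, 15 of 66 histone genes and 5 of 14 interferon response genes rose. Between the 2 groups of lung libraries that cross the genotypes, 40 genes passed the DEG thresholds in a fit that also holds genotype, and 47 in a fit without it.

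The rise of immunoglobulin genes in β3-/- lungs, with 50 DEGs in all, was set against technical explanations; the highest of the 9 other splits of the mice gave 47, by the split that follows the 2 groups of libraries with high and low *Ubb*, the real split was the 1 split of 10 with 50, and 10 splits cannot give a share below 0.1. These groups are argued against as the whole cause, since the immunoglobulin variable genes had medians of 2.56 and 2.23 within them (SD of the list 1.19), and with the group as a term 41 immunoglobulin genes rose. Blood was to be set aside if erythroid and neutrophil medians did not exceed 0, and they were 0.97 and 0.08, so more blood in β3-/- lungs stays open, but the erythroid median lay 1.19 below the immunoglobulin variable median (SD of the erythroid genes 0.61), which argues against blood as the whole cause if its make-up was alike in both genotypes. Pieces of lymph node or thymus were to be set aside on a bound set before. The T cell median was to lie below the B cell median by more than the spread of the T cell markers. It lay above it by 0.76 (0.53 against −0.24), so these pieces cannot be told apart from a change in the lung itself. Such pieces were also to raise thymus genes, or T and B cell markers together, and the B cell markers did not rise with the T cell markers. Of 7 thymus genes 3 passed the filter, with a median of 0.11. *Cd1d1* (9.63 and 10.4 FPKM in WT and β3-/- lungs) lay far above *Themis* (1.10 and 1.17) and *Dntt* (0.343 and 0.425). The sexes cannot be told apart from the genotypes either, since the 4 Y-linked genes part them completely. Nor can the source of the mice, since WT mice were purchased and β3-/- mice were a gift. A difference in sex, in the source of the mice or in β3 itself stays open.

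The genotype difference in spleen, with 514 DEGs, had 3 DEGs in the highest of the 9 other splits; the real split was the 1 split of 10 with as many, and 10 splits cannot give a share below 0.1. DNA of another strain around *Itgb3* would gather the changes there if it acted on nearby genes. Of the genes within 20 Mb, 9.70% passed an adjusted p below 0.05, against 9.08% elsewhere (one-sided Fisher's exact test, p = 0.34). This argues against such nearby effects as the whole cause. Effects of that DNA on distant genes, and DNA of another strain elsewhere in the genome, were not tested and stay open. A larger share of erythroid list and immunoglobulin transcripts would change all other transcripts by −0.34 on the log2 scale of TPM. On that scale the B cell markers had a median of −0.82 (SD 0.20), which argues against these transcripts alone as the whole cause of their fall. The share counts no other transcripts of cells that may have become more frequent. Whether a larger share of such cells accounts for the fall was not tested and stays open. The 4 Y-linked genes part the genotypes in spleen too, so sex cannot be told apart from genotype here, and neither can the source of the mice. A biological difference between the genotypes, the sexes or the sources of the mice stays open. For the genes shared by both tissues the real split gave 39 and the highest other split 0, the real one being the 1 split of 10 with as many, again with no share below 0.1 possible.

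The rise of the 5 pathway lists with immunoglobulin genes added was not matched by their other members: the medians were 1.72, 1.53, 1.91, 1.89 and 1.82 for B cell receptor, NF-κB, primary immunodeficiency, lupus and rheumatoid arthritis, against −0.03, −0.00, 0.14, 0.22 and 0.22 for the other members (SD 0.21, 0.41, 0.36, 0.39 and 0.53). The smallest gap was 1.53. The added immunoglobulin genes outnumber the other members of each list, so the gap was set by the addition and does not show which members carry a rise. The medians of the other members show only that they did not rise by as much as the lists with immunoglobulin genes. Whether they rose by less cannot be told apart from no change. Without immunoglobulin genes the smaller camera adjusted p of the B cell receptor and NF-κB lists was 0.13, which does not show that they did not differ, and camera called the primary immunodeficiency, lupus and rheumatoid arthritis lists, whose smallest adjusted p with an estimated correlation was 0.15. Of the 40 lists camera called 19 in lung and 24 in spleen. The highest of the other splits called 20 and 21, so 3 splits of 10 in lung and 1 in spleen, the real one included, called as many, and 10 splits cannot give a share below 0.1. No biological explanation was tested for the list results.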

How the results depend on the processing

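The library group in lung, Y-linked genes left out and the pair of spleen libraries with pancreas transcripts were chosen after the data were seen. Where a value changes below, the cause was not tested unless the sentence names it.

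The 50 lung DEGs became 83 with sample weights (50 of them shared), 20 with replicate number as a block (17 shared), 119 with all 12 libraries in a single fit, 10 with immunoglobulin genes left out, by construction, and 339 at an unadjusted p. Without 1 library they ranged from 13 (without WT 1) to 52 (without WT 2), with 22 without β3-/- 1 and 28 without β3-/- 3. Without Y-linked genes there were 46. With immunoglobulin genes left out there were 10: this removes 33 of the 50 by construction, and other genes lost their call too. The 514 spleen DEGs became 201 with no filter, 843 after rescaling to TPM, 162 without the trend, 69 without the 2 libraries with pancreas transcripts, which also leaves fewer samples, 1401 with no fold threshold and 868 at an unadjusted p. Without 1 library they ranged from 80 (without WT 2) to 784 (without β3-/- 2), with 85 without WT 3, 149 without β3-/- 1 and 113 without β3-/- 3. Without Y-linked genes there were 510.

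The 68 genes of the interaction became 111 with a pseudocount of 1, 141 with a filter at 1 FPKM, 182 after rescaling to TPM, 155 with quantile normalization, 25 with the mouse as a block, 244 with the correlation within mice estimated and 22 with the lung library group as a term. Without 1 library they ranged from 8 (without WT 2, and without β3-/- 1) to 147 (without β3-/- 2), with 111 without WT 1, 9 without WT 3 and 27 without β3-/- 3. The 39 shared genes became 24 with no filter and 19 with replicate number as a block, and 12 (without WT 1) to 36 (without β3-/- 2) without 1 library, with 22 without WT 3, 16 without β3-/- 1 and 15 without β3-/- 3. The share of immunoglobulin genes among upregulated genes ranged from 62.5% to 77.8% in lung and from 17.9% to 66.7% in spleen without 1 library.

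Of the gene lists, 1 in lung and 0 in spleen were called by camera with an estimated correlation, and 3 and 5 by fry, against 19 and 24; without 1 library 16 to 25 and 21 to 25 were called. In lung, the adjusted p of the primary immunodeficiency, lupus and rheumatoid arthritis lists were 0.55, 0.15 and 0.23 with an estimated correlation and 0.33, 0.058 and 0.10 by fry. In spleen, those of the B cell receptor, NF-κB and primary immunodeficiency lists were 0.61, 0.72 and 0.67 with an estimated correlation, 0.070, 0.10 and 0.12 by fry, and 0.076 and 0.060 by GSEA for the latter 2. The spleen NF-κB list was at 0.082 with a filter at 1 FPKM and 0.062 after rescaling to TPM. The spleen lupus and rheumatoid arthritis lists pointed down at 0.28 and 0.18 by fry and at 0.28 and 0.33 by GSEA.

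With immunoglobulin genes added, which raises the lists by construction, the adjusted p were 4.3e-42 for the B cell receptor list (from down to up) and 1.3e-42 for the NF-κB list in lung. In spleen they were 5.4e-22 for the B cell receptor, 6.6e-22 for the NF-κB and 3.2e-30 for the primary immunodeficiency list (all from down to up), 1.8e-34 for lupus and 1.6e-32 for rheumatoid arthritis. The lung B cell receptor list, down at 0.95, pointed up at 0.97 with a filter at 1 FPKM, 0.83 with median-of-ratios scaling, 1.00 with quantile normalization and 0.68 with the library group as a term. The lung germinal centre list pointed up at 0.90 after rescaling to TPM and at 0.98 with the library group as a term.

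Without 1 library, the adjusted p in lung ranged from 0.34 to 0.97 for the B cell receptor list, 0.037 (without WT 2) to 0.29 for NF-κB, 1.2e-06 to 0.058 (without WT 3) for primary immunodeficiency, 4.5e-06 to 0.0012 for lupus, 2.7e-06 to 0.015 for rheumatoid arthritis, 0.58 to 0.98 for germinal centre and 0.14 to 0.98 for B cell activation. In spleen they ranged from 3.1e-05 to 0.0016 for the B cell receptor list, 0.011 to 0.092 for NF-κB (past 0.05 without WT 2, WT 3, β3-/- 1 or β3-/- 3), 4.3e-04 to 0.059 (without β3-/- 3) for primary immunodeficiency, 0.33 to 0.65 for lupus, 0.15 to 0.45 for rheumatoid arthritis and 0.34 to 0.86 for B cell activation. The B cell receptor, germinal centre and B cell activation lists in lung, and B cell activation in spleen, changed direction without 1 library.

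In lung, *Ighm* was at −0.039 after rescaling to TPM and −0.0078 with quantile normalization, and −0.12 to 0.21 without 1 library. *Cd79a* was at −0.051 and −0.011, and −0.19 to 0.23 without 1 library. Without 1 library *Cd40* ranged from −0.039 to 0.30, *Mmp3* from −0.36 to 0.057 and *Egfr* from −0.23 to 0.0018. In spleen *Igkc* was at −0.54 with quantile normalization.

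Counting each gene once per tissue, 52 results for named genes kept direction and side of the threshold in each alternative and 78 did not. A gene that passed in no setting also counts as kept, such as *Cd40lg*, *C3* and *Ms4a1* in lung. Among the named genes in lung, only *Igha*, *Ighv14-2* and the 4 Y-linked genes passed in each alternative. Of the list results, counted alike, immunoglobulin variable genes and the CD40 axis in lung kept both in each alternative and 38 others did not. The CD40 axis was called in none. Comparisons that lost the threshold in the same direction numbered 99 for genes and 34 for lists in lung, and 262 and 46 in spleen; those that gained it numbered 8 and 2, and 2 and 6. DESeq2 was planned for counts and was not run, since the files hold FPKM. How read depth limits these results is unknown for the same reason.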

Differences from the paper's values

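The alternatives named here were set before the data were examined, 22 for each count. Every count found here in lung and spleen comes from limma on FPKM, whereas the paper used DESeq2 on counts. Only the thresholds are shared, so these values cannot tell why the counts differ. The paper gives 256 DEGs in lung, and 50 were found here at the paper's thresholds; of the 22 alternatives, 1 came within 1.5 times of the paper's count, an unadjusted p with the fold threshold (339), and 21 did not. The paper gives 209 upregulated genes in lung, against 45 here, with the same 1 alternative within that range (259). The paper gives 47 downregulated genes in lung, against 5 here, and none of the 22 alternatives came within that range (80 at an unadjusted p).

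In spleen, the paper's Fig. 4A shows about 820 upregulated genes, read by eye, against 409 here at the thresholds of the paper's methods. Within 1.5 times of it were 3 of the 22 alternatives: without β3-/- 2 (586), no fold threshold (567) and an unadjusted p (689); the other 19 were not. Fig. 4A shows about 88 downregulated genes, read by eye, and 105 were found here, which is within 1.5 times of it, as were 11 of the 22 alternatives.

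The legend of Fig. 2A states thresholds on the adjusted p, while the axis of that plot shows the p value with its line at 0.05.

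The paper reports positive enrichment of B cell receptor and NF-κB signaling in lung by GSEA with the KEGG sets. Without immunoglobulin genes the lists used here had normalized enrichment scores of −0.88 and 1.28, neither past the threshold. With immunoglobulin genes added, which sets the direction by construction, they had 3.37 and 3.41. The paper reports B cell receptor signaling among the pathways seen in both tissues. Without immunoglobulin genes its list pointed down in spleen, with a median of −0.27, −0.48 after rescaling to TPM and −0.10 with median-of-ratios scaling, where the median of all tested genes was −0.16, −0.36 and 0.00, and with immunoglobulin genes added the median was 0.87. The primary immunodeficiency list was ranked upward in lung as in the paper, with a normalized enrichment score of 2.02; camera's adjusted p for it was 0.55 with an estimated correlation and 0.058 without WT 3, and fry's was 0.33.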

Other observations

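In this part *Nnt*, the test of the pancreas list in lung and that of the adipose list in spleen were chosen after their values were seen. Members of a list were called with no fold threshold.

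In β3-/- spleens *Igll1* fell from 29.5 ± 6.88 to 0.0211 ± 0.0365 FPKM (mean ± SD, n = 3 each), a log2 fold change of −7.95 (SE 0.27, adjusted p = 2.5e-05 from limma). *Vpreb1a* had −7.29 (SE 0.27) and *Dntt*, which adds nucleotides at the joints of receptor genes, −2.06 (SE 0.27). *Umod* had −4.85 (SE 0.30). The folds of *Igll1*, *Vpreb1a* and *Umod* depend on the pseudocount and ranged from −10.5 to −4.88, −9.13 to −4.46 and −7.15 to −2.07 over the alternatives, and *Nme1nme2* was listed at 0 in each β3-/- library and at 1.58 to 2.39 FPKM in the WT libraries.

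The 8 largest increases under the rule for named genes in spleen were those of *Epb42* (4.85, SE 1.02), *Trim10* (4.81, SE 0.99), *Kel* (4.75, SE 1.03), *Slc4a1* (4.73, SE 0.94), *Add2* (4.72, SE 1.08), *Ypel4* (4.64, SE 0.88), *Apol11b* (4.58, SE 0.77) and *Tspo2* (4.56, SE 0.94). Their calls were lost in 6 (*Epb42*, *Kel*, *Add2*) or 5 (the other 5) of 14 alternatives. The interaction with tissue had an adjusted p of 0.093 for *Epb42*.

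Other spleen lists moved too. Of 66 histone genes 15 rose and none fell, with 39 higher and 0 lower at an unadjusted p below 0.05 from limma (median 1.05, camera adjusted p = 8.4e-22, and 0.18 with an estimated correlation). Of 12 proliferation genes 4 rose (median 1.11, camera adjusted p = 4.7e-09), among them *Mki67* (1.91, SE 0.36; call lost in 5 of 14 alternatives), and of 14 interferon response genes 5 rose (median 0.75, camera adjusted p = 1.3e-09), among them *Rsad2* (4.04, SE 0.53) and *Isg15* (2.27, SE 0.35), calls lost in 4 of 14 alternatives each. Of 12 neutrophil genes 2 rose, *Ngp* (2.99, SE 0.71) and *Ly6g* (2.88, SE 0.69), calls lost in 8 and 9 of 14 alternatives, with a list median of 1.94 (camera adjusted p = 3.8e-05). Of 15 platelet genes 5 rose and 1, *Itgb3*, fell (median 1.92, camera adjusted p = 1.3e-08), and of 14 macrophage genes 3 rose (median 0.42, camera adjusted p = 2.7e-05), among them *Vsig4* (1.77, SE 0.29), its call lost in 3 of 13 alternatives. These 5 lists had an adjusted p of 0.47 with an estimated correlation.

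Of 10 MHC class II genes in spleen 5 fell, with a median of −0.56 (camera adjusted p = 2.3e-04, and 0.48 with an estimated correlation), −0.77 after rescaling to TPM and −0.39 with median-of-ratios scaling. Of 18 T cell markers 2 fell (median −0.47, camera adjusted p = 0.11), and their list was called down in 4 of 17 alternatives. Of 10 endothelial genes 2 rose (median 0.13, and −0.08 after rescaling to TPM). *Tnf* fell by 1.39 (SE 0.17) and *Lta* fell by 1.23 (SE 0.24), calls lost in 2 and 6 of 14 alternatives.

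In lung, none of 14 interferon response genes passed limma's test over all genes and 5 were higher when adjusted over the list alone, with 7 higher and 0 lower at an unadjusted p below 0.05 (median 0.39, camera adjusted p = 4.3e-08, and 0.23 with an estimated correlation). Of 15 platelet genes *Ppbp* rose (median 0.85, camera adjusted p = 3.3e-07, and 0.23 with an estimated correlation).

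*Nnt*, a mitochondrial gene, had 17.3 ± 1.63 and 9.36 ± 2.46 FPKM in WT and β3-/- lungs, and 17.4 ± 2.34 and 8.26 ± 2.10 FPKM in WT and β3-/- spleens (mean ± SD, n = 3 each). Its log2 fold changes were −0.90 (SE 0.18, adjusted p = 0.14 from limma) and −1.09 (SE 0.19, adjusted p = 0.031), the latter call being lost in 6 of 14 alternatives (adjusted p up to 0.13).

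Transcripts of neighboring tissues varied between libraries. The adipose list summed to 57.5, 5.94 and 1.09 FPKM in spleen WT 1, 2 and 3, and to 100, 28.5 and 296 FPKM in spleen β3-/- 1, 2 and 3. Its 7 genes had a median of 3.14 in spleen and none passed limma's test (camera, up, adjusted p = 1.3e-04, and 0.47 with an estimated correlation). The cardiac muscle list summed to 83.5 to 500.0 FPKM over the lung libraries. The pancreas list summed to 6.76, 17.3 and 29.3 FPKM in WT lungs and 3.07 to 4.75 FPKM in β3-/- lungs. Of its 8 genes none passed limma's test in lung and 5 were lower when adjusted over the list alone, as at an unadjusted p below 0.05 (median −2.41). Camera's adjusted p for this list was 2.7e-05, and over the alternatives it ranged from 1.4e-08 to 0.36, the latter with an estimated correlation.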
